# Molecular characterization of projection neuron subtypes in the mouse olfactory bulb

**DOI:** 10.7554/eLife.65445

**Published:** 2021-07-22

**Authors:** Sara Zeppilli, Tobias Ackels, Robin Attey, Nell Klimpert, Kimberly D Ritola, Stefan Boeing, Anton Crombach, Andreas T Schaefer, Alexander Fleischmann

**Keywords:** olfaction, cell type, projection neuron, transcriptome, transcription factor network, Mouse

## Abstract

Projection neurons (PNs) in the mammalian olfactory bulb (OB) receive input from the nose and project to diverse cortical and subcortical areas. Morphological and physiological studies have highlighted functional heterogeneity, yet no molecular markers have been described that delineate PN subtypes. Here, we used viral injections into olfactory cortex and fluorescent nucleus sorting to enrich PNs for high-throughput single nucleus and bulk RNA deep sequencing. Transcriptome analysis and RNA in situ hybridization identified distinct mitral and tufted cell populations with characteristic transcription factor network topology, cell adhesion, and excitability-related gene expression. Finally, we describe a new computational approach for integrating bulk and snRNA-seq data and provide evidence that different mitral cell populations preferentially project to different target regions. Together, we have identified potential molecular and gene regulatory mechanisms underlying PN diversity and provide new molecular entry points into studying the diverse functional roles of mitral and tufted cell subtypes.

## Introduction

The mammalian olfactory system is unique among sensory systems in that it bypasses the thalamus: olfactory receptor neurons (ORNs) in the nose project to the olfactory bulb (OB), a forebrain structure containing – in the mouse – approximately 500,000 neurons per hemisphere (Parrish-Aungst et al., 2007). There, they synapse onto various interneurons and projection neurons. The latter directly project to a variety of cortical structures, including the anterior olfactory nucleus, piriform cortex, cortical amygdala, and the lateral entorhinal cortex (Ghosh et al., 2011; Haberly and Price, 1977; Miyamichi et al., 2011; Sosulski et al., 2011). This places OB projection neurons at a pivotal position to distribute processed olfactory information broadly across the brain.

Each ORN in the mouse expresses only one of approximately 1000 olfactory receptor genes (Buck and Axel, 1991; Yoshihito, 2012; Zhang and Firestein, 2002). ORNs expressing the same receptor project axons onto defined spherical structures, glomeruli (Mori and Sakano, 2011), containing a variety of neuropil including the apical dendrites of 10–50 projection neurons (Bartel et al., 2015; Schwarz et al., 2018). Historically, OB projection neurons have been divided into mitral and tufted cells (MCs, TCs), largely based on their soma location and dendritic and axonal projection pattern (Figure 1—figure supplement 1; Haberly and Price, 1977; Imamura et al., 2020; Mori et al., 1983; Orona et al., 1984): MC somata are located predominantly in a thin layer with their dendrites covering the deeper part of the OB external plexiform layer. Their axons project to a wide range of structures including posterior piriform cortex. TC axons, on the other hand, are restricted to more anterior forebrain structures and their cell bodies are distributed across the external plexiform layer, with dendrites largely restricted to superficial layers. Within the TC population, subdivisions have been made into deep, middle, superficial, and external TCs, largely based on soma position. MCs on the other hand are often morphologically described as a largely homogeneous population. However, branching patterns of lateral dendrites as well as soma size and apical dendrite length might allow for further subdivision (Mouradian and Scott, 1988; Orona et al., 1984; Schwarz et al., 2018). Moreover, projection patterns might differ based on soma position along the dorsomedial–ventrolateral axis of the OB (Inokuchi et al., 2017; Chen et al., 2021).

In parallel to this morphological diversity, numerous studies have described physiological heterogeneity both as a result of differential inputs from granule cells onto TCs and MCs (Christie et al., 2001; Ezeh et al., 1993; Geramita et al., 2016; Phillips et al., 2012) as well as intrinsic excitability and glomerular wiring (Burton and Urban, 2014; Gire et al., 2019). Consequently, TCs respond more readily, with higher peak firing rates, and to lower odor concentration in vivo (Griff et al., 2008; Kikuta et al., 2013; Nagayama et al., 2014), and earlier in the respiration cycle compared to MCs (Ackels et al., 2020; Fukunaga et al., 2012; Igarashi et al., 2012; Jordan et al., 2018; Phillips et al., 2012).

Within the TC and MC populations, biophysical heterogeneity has been more difficult to tie to specific cell types or subtypes. MCs show diversity in biophysical properties that is thought to aid efficient encoding of stimulus-specific information and is, at least in part, experience dependent (Angelo et al., 2012; Burton et al., 2012; Padmanabhan and Urban, 2010; Tripathy et al., 2013). Both in vivo and in vitro recordings suggest that a subset of MCs show regular firing, while others show ‘stuttering’ behavior characterized by irregular action potential clusters (Angelo et al., 2012; Balu et al., 2004; Bathellier et al., 2008; Buonviso et al., 2003; Carey and Wachowiak, 2011; Desmaisons et al., 1999; Fadool et al., 2011; Friedman and Strowbridge, 2000; Margrie and Schaefer, 2003; Padmanabhan and Urban, 2010; Schaefer et al., 2006). While TCs are heterogeneous, with, for example, external TCs displaying prominent rhythmic bursting, driving the glomerular circuitry into long-lasting depolarizations in vitro (De Saint Jan et al., 2009; Gire and Schoppa, 2009; Gire et al., 2019; Najac et al., 2011), a systematic assessment of biophysical variety is lacking so far. Moreover, differential centrifugal input from cortical and subcortical structures might further amplify this overall heterogeneity both between MCs and TCs as well as potentially within those different classes (Boyd et al., 2012; Kapoor et al., 2016; Markopoulos et al., 2012; Niedworok et al., 2012; Otazu et al., 2015).

Thus, anatomical projection patterns, in vivo odor responses, and intrinsic properties are known to show substantial variability across different projection neurons. Systematic investigation of different projection neurons, however, has been hampered by a scarcity of specific molecular tools. Interneuron diversity, on the other hand, in general has received considerable attention with numerous studies including in the OB (Parrish-Aungst et al., 2007; Tavakoli et al., 2018), aiming to provide a systematic assessment of morphology, physiology, chemotype and the basis for genetic targeting of distinct types of interneurons. For OB projection neurons, however, only little information about chemotypes (Kiyokage et al., 2010) is available at this point: *Cdhr1 and Tbx21* Haddad et al., 2013; Nagai et al., 2005 have been shown to be selectively expressed in a subset of OB projection neurons. CCK distinguishes a subset of TCs (superficial TCs, [Liu and Shipley, 1994; Seroogy et al., 1985; Short and Wachowiak, 2019; Sun et al., 2020]). Vasopressin-expressing cells might constitute a further subset of superficial TCs (Lukas et al., 2019), and recently, the *Lbhd2* gene has been used to obtain more specific genetic access to MCs (Koldaeva et al., 2021). Heterogeneous expression of both the GABAa receptor and voltage-gated potassium channel subunits have been observed (Padmanabhan and Urban, 2010; Panzanelli et al., 2005), albeit not linked to specific cell types. Expression of axon guidance molecules such as *Nrp2* might further allow subdivision of projection neurons across the OB (Inokuchi et al., 2017).

Hence, while some molecular markers can be used to define specific subsets of projection neurons, this description is far from complete. A comprehensive molecular definition of projection neuron types would help to classify and collate existing biophysical, morphological, and physiological data and delineate the distinct output streams of the OB. Moreover, it would provide a platform upon which further focused experimental approaches could be tied.

Single-cell or single-nucleus RNA sequencing has been used effectively to map out cell types across a variety of brain areas (Macosko et al., 2015; Zeisel et al., 2018), including inhibitory interneurons in the mouse OB (Tepe et al., 2018). As M/TCs constitute only ~10% of all OB neurons, we decided to enrich for projection neurons for single-nucleus (sn)RNA-seq. We then combined snRNA-seq with bulk RNA deep seq as well as additional snRNA-seq for OB neurons projecting to different cortical areas, thereby allowing us to disentangle different projection neuron classes by target area. We found that indeed both MCs and TCs fall into several, separable types, defined by expression of both common and overlapping gene regulatory networks. This work will therefore provide a molecular entry point into disentangling the diversity of OB projection neurons and defining the functional roles of different MC/TC types.

## Results

### Single-nucleus RNA sequencing of olfactory bulb projection neurons distinguishes mitral and tufted cell types

To characterize the molecular diversity of OB projection neurons, we used viral targeting and fluorescence-activated nuclei sorting (FANS) to enrich for OB projection neurons and characterized their transcriptomes using single-nucleus RNA sequencing (snRNA-seq) (Figure 1A, Figure 1—figure supplement 2A,B).

**Figure 1.**
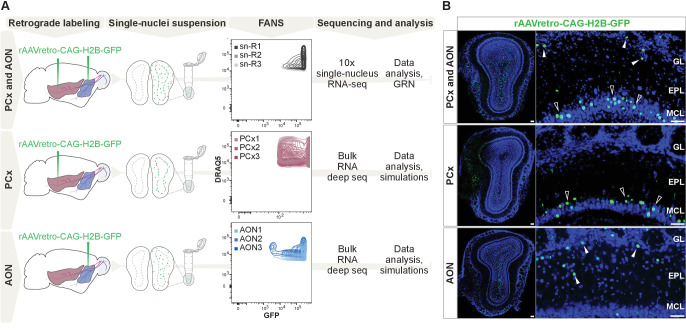
Comprehensive molecular profiling of olfactory bulb projection neurons. (**A**) Schematic representation of experimental design. Top: after injection of rAAVretro-CAG-H2B-GFP into PCx and AON, single nuclei were dissociated from three mice (single nuclei (sn) R1,2,3: replicates 1,2,3) and sorted using fluorescence-activated nuclei sorting (FANS). The population of nuclei is selected based on GFP and DRAQ5 (far-red fluorescent DNA dye). See Figure 1—figure supplement 2 for detailed FANS plots. Sorted nuclei were sequenced using 10x single-nucleus RNA-seq. Middle and bottom: after injection of rAAVretro-CAG-H2B-GFP into PCx (middle) or AON (bottom), single nuclei were dissociated from three mice for each injection site and sorted using FANS (as described above and Figure 1—figure supplement 2). RNA extracted from sorted nuclei was prepared and sequenced using bulk RNA deep sequencing. PCx: Piriform Cortex; AON: Anterior Olfactory Nucleus; R: replicate; GRN: Gene Regulatory Network. (**B**) Representative coronal sections and high-magnification images showing GFP expression (in green) in the main olfactory bulb after injection of rAAVretro-CAG-H2B-GFP into PCx and AON (top), PCx only (middle), and AON only (bottom). Injection of the virus into PCx and AON resulted in GFP-expressing nuclei located in the mitral cell (empty arrowheads), external plexiform, glomerular (white arrowheads), and granule cell layers; injection into PCx resulted in GFP-expressing nuclei located in the mitral cell layer (empty arrowheads); injection into AON resulted in GFP-expressing nuclei located in the external plexiform and glomerular layers (white arrowheads) and granule cell layers. GL: glomerular layer; EPL: external plexiform layer; MCL: mitral cell layer; GCL: granule cell layer. Neurotrace counterstain in blue. Scale bars, 100 μm and 50 μm (high magnification).

**Figure 1—figure supplement 1.**
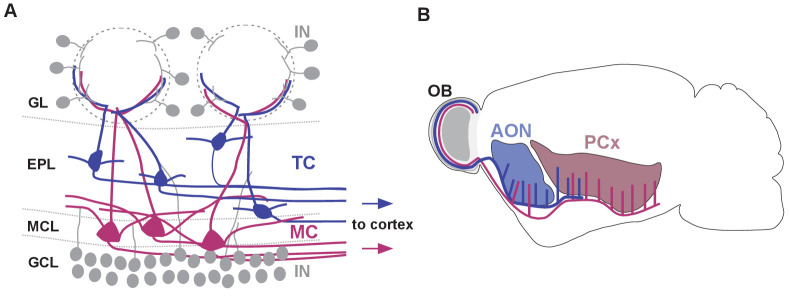
Schematic representation of olfactory bulb cell types and their cortical projection targets. (**A**) Schematic representation of cell types and their distribution within the olfactory bulb (IN: interneuron, TC: tufted cell, MC: mitral cell, GL: glomerular layer, EPL: external plexiform layer, MCL: mitral cell layer, GCL: granule cell layer). Tufted and mitral cells project their axons to downstream cortical regions. (**B**) Schematic representation of the distinct axonal projection targets for mitral and tufted cells in the olfactory cortex (AON: anterior olfactory nucleus, PCx: piriform cortex). Tufted cells project primarily to AON and to the anterior part of PCx, whereas mitral cell axons target AON, the anterior and posterior portions of PCx.

**Figure 1—figure supplement 2.**
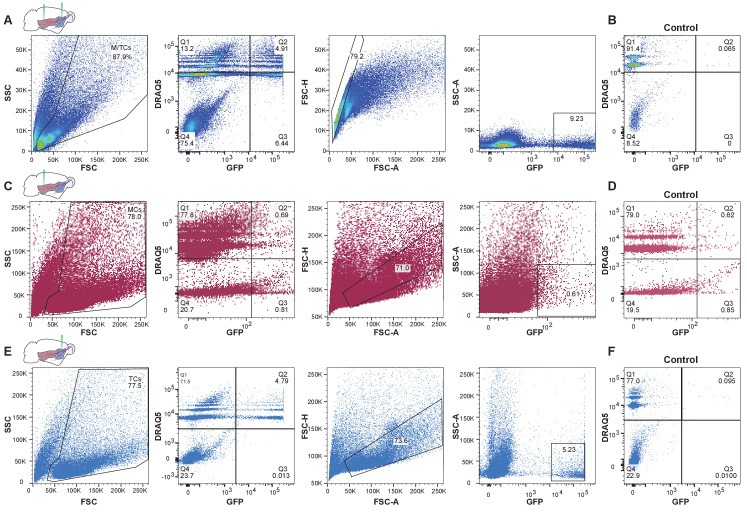
Enrichment of GFP-expressing nuclei using fluorescence-activated nuclei sorting (FANS). (**A**) Representative FANS data of GFP-expressing nuclei after injection of rAAVretro-CAG-H2B-GFP into AON and PCx to label OB projection neurons. From left to right: gating strategy for enrichment of GFP-expressing nuclei. Nuclei are identified based on size and granularity in the FSC (forward scatter) versus SSC (side scatter) plot. Next, the population of nuclei restricted to Quadrant two is selected that is both GFP-expressing and DRAQ5-positive (far-red fluorescent DNA dye). To exclude doublets, the population of nuclei around the diagonal in the FSC-A (forward scatter area) versus FSC-H (forward scatter height) plot is selected. Lastly, GFP-expressing nuclei filtered through the preceding steps are plotted against the SSC-A (side scatter area). (**B**) FANS results for control specimen for AON and PCx (olfactory bulb contralateral to the injection hemisphere from the same animal) showing the absence of GFP-expressing nuclei (same gating strategy as shown in (**A**)). (**C**) Representative FANS data after injection of rAAVretro-CAG-H2B-GFP into PCx to enrich for mitral cell nuclei. (**D**) FANS results for control specimen for PCx injections showing the absence of GFP-expressing nuclei (same gating strategy as shown in (**C**)). (**E**) Same as in (**C**) but after injection of rAAVretro-CAG-H2B-GFP into AON to enrich for tufted cell nuclei. (**F**) FANS results for control specimen for AON (olfactory bulb contralateral to the injection hemisphere from the same animal) showing the absence of GFP-expressing nuclei (same gating strategy as shown in (**E**)).

First, we injected a retrogradely transported Adeno-Associated Virus expressing nuclear GFP (rAAV-retro-CAG-H2B-GFP; Tervo et al., 2016) into multiple sites along the antero-posterior axis of the olfactory cortex, specifically into the anterior olfactory nucleus (AON) and piriform cortex (PCx) (Figure 1A). Histological analysis revealed that virus injections resulted in GFP expression in a heterogeneous population of OB cells labelling cells in the mitral cell, external plexiform, glomerular, and granule layers (Figure 1B). Sparse GFP expression in putative periglomerular and granule cells may have resulted from viral infection of migrating immature neurons from the rostral migratory stream or from diffusion of the virus from the injection site.

We dissected the olfactory bulbs of three injected mice, generated three independent replicates of single-nucleus suspensions, enriched for GFP expression using FANS (Figure 1—figure supplement 2), and performed snRNA-seq using 10× Genomics technology (Figure 1A). We performed a detailed quality check of the individual replicates, then combined nuclei for downstream analyses (Figure 2—figure supplement 1). We analyzed a total of 31,703 nuclei, grouped in 22 clusters that were annotated post hoc based on the expression of established marker genes for excitatory and inhibitory neurons and glial cell populations (Figure 2A–C). We initially used the combinatorial expression patterns of glutamatergic and previously characterized M/T cell markers (*Vglut1*, *Vglut2*, *Vglut3*, *Tbx21*, *Cdhr1*, *Thy1)* to identify putative OB projection neurons, comprising 23.66% (n = 7504) of all nuclei.

**Figure 2.**
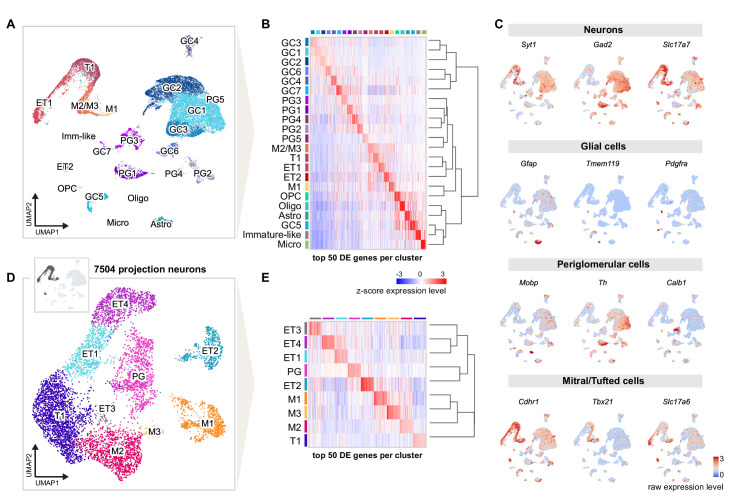
Single-nucleus RNA sequencing distinguishes distinct cell types and molecular signatures of OB projection neurons. (**A**) UMAP representation of gene expression profiles of 31,703 single nuclei combined from all replicates (R1, R2, R3) of mice injected into both AON and PCx, grouped into 22 clusters color-coded by cell type membership (GC: granule cell, PG: periglomerular cell, OPC: oligodendrocyte precursor cell, Micro: microglia, Astro: astrocyte, Oligo: oligodendrocyte, ET: external tufted cell, M: mitral cell, T: tufted cell, Imm-like: Immature-like cell). See Figure 2—figure supplement 1 for detailed quality check of each replicate. (**B**) Matrix plot showing the z-scored expression levels of the top 50 differentially expressed (DE) genes for each cell population ordered by hierarchical relationships between distinct clusters. Each column represents the average expression level of a gene in a given cluster, color-coded by the UMAP cluster membership (from A). The dendrogram depicts the hierarchical relationships and is computed from the PCA representation of the data using Pearson correlation as distance measure and link by complete linkage. (**C**) UMAP representations of known marker genes for main cell populations (*Syt1*: neurons; *Gad2*: GABAergic neurons; *Slc17a7*: glutamatergic neurons; *Gfap, Tmem119, Pdgfra*, *Mobp*: glial cells; *Th*, *Calb1*: periglomerular neurons; *Cdhr1, Tbx21, Slc17a6*: mitral/tufted cells). Nuclei are color-coded by the raw expression level of each transcript. (**D**) UMAP representation of subclustering from the initial clusters M1, M2/M3, T1, ET1, and ET2 (cluster names from **A**), selected for the expression of known excitatory and mitral/tufted cell markers (shown in **C**), resulting in 7504 putative projection neurons grouped into nine distinct types. (**E**) Same matrix plot as described in (**B**) showing the z-scored expression levels of the top 50 DE genes for each projection neuron type ordered by hierarchical relationships and color-coded by the UMAP subcluster membership (from **D**).

**Figure 2—figure supplement 1.**
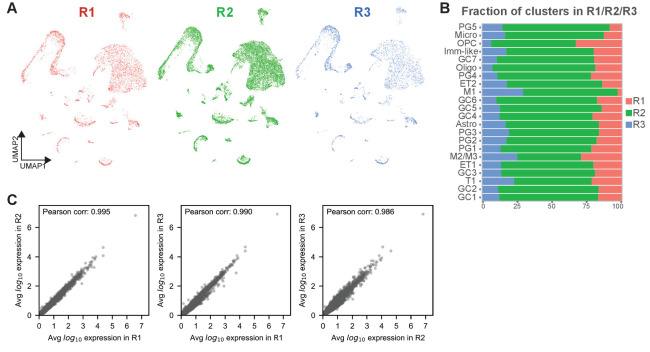
Quality check of individual replicates of sn-RNA seq (sn-R1/R2/R3 dataset) shows the reliability of the data and the replicability of each cell type. (**A**) Depiction of nuclei for each replicate (in red R1, in green R2, in blue R3) embedded in the UMAP space showing that replicates are very similar to each other and can be combined for downstream analyses. Replicates were merged using Canonical Correlation Analysis (CCA). (**B**) Bar chart showing the fraction of each cluster when R1, 2 and 3 are combined, color-coded by the replicate membership, indicating that each cell type is consistently represented in each replicate. (**C**) Scatter plots of pairwise comparisons of log10 gene expression levels averaged over nuclei. In the three panels, replicates R1, R2, and R3 are compared. Pearson correlations are shown in the top left corner of each plot.

Next, we further subclustered the selected profiles, resulting in a total of nine molecularly distinct subpopulations. To assign preliminary labels to each of these cell types, we used marker genes previously employed in functional or single cell RNA-seq studies (Nagayama et al., 2014; Tepe et al., 2018). We also used available RNA in situ hybridization data from the Allen Institute for Brain Science to corroborate our preliminary assignments (Figure 3—figure supplements 1 and 2). Our analysis revealed eight molecularly distinct clusters of putative projection neurons and one cluster of putative periglomerular cells (Figure 2D,E). Among projection neurons, we identified three clusters of MCs (M1, M2, and M3) and five clusters of middle and external TCs (T1, ET1, ET2, ET3, and ET4).

### smFISH validates mitral and tufted cell types

To identify genes selectively expressed in OB projection neurons, we used the R-package glmGamPoi (Ahlmann-Eltze and Huber, 2021). We combined the average expression levels of the top differentially expressed genes for each cell type and found it to be highly specific for each cluster (Figure 3A,C). We then selected a few specific marker genes (Figure 3B,D) to validate projection neuron type identity by combining single-molecule fluorescent in situ hybridization (smFISH) with GFP staining upon rAAV-retro-CAG-H2B-GFP injection into the olfactory cortex.

**Figure 3.**
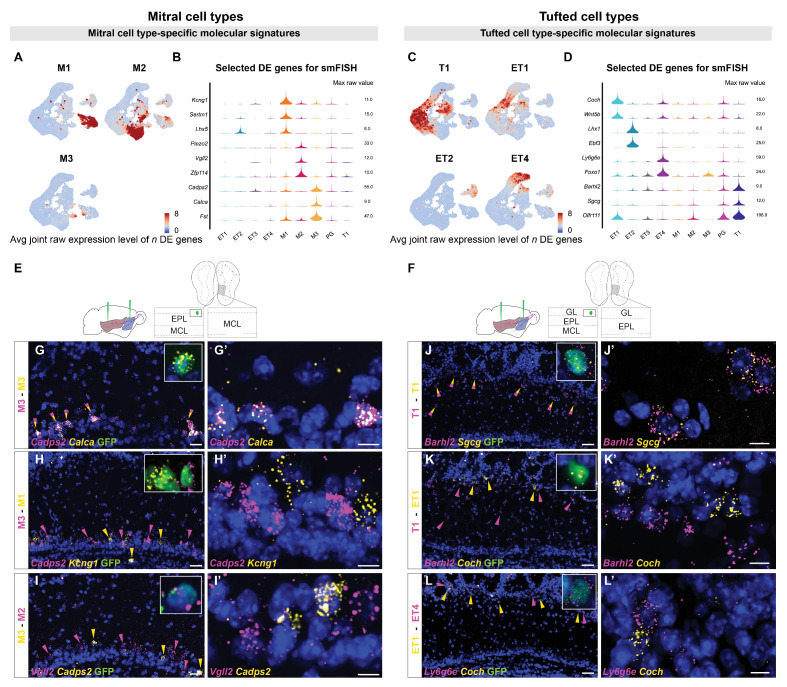
Histological validation of molecularly distinct mitral and tufted cell types. (**A**) Combined average (avg) raw expression level of the top *n* differentially expressed (DE) genes for each mitral cell type (M1 *n*=14, M2 *n*=11, M3 *n*=10), overlaid onto the subclustering UMAP space (shown in Figure 2D). DE genes were selected if their log fold change was greater than 4 (see Materials and methods for details). M1-specific genes: *Kcng1, Lhx5, Sertm1, Gabra2, Doc2b, Cntn6, Olfr1259, Nrp2, C1ql1, Ebf1, Baiap3, Adgrl2, Dsc2, Chrna5;* M2-specific genes*: Piezo2, Vgll2, Zfp114, Nts, Ros1, Samsn1, Grid2, Smpx, Itga4, Itga9, Sema6d;* M3-specific genes*: Cadps2, Calca, Fst, Ets1, Ednra, Cdkn1c, Mustn1, Smoc2, Cnr1, Ccno.* (**B**) Violin plots showing maximum raw expression value of selected mitral cell type-specific DE genes across mitral and tufted cell clusters for further validation with smFISH. (**C**) Combined average (avg) raw expression level of the top *n* DE genes for each tufted cell type (T1 *n*=9, ET1 *n*=7, ET2 *n*=9, ET4 *n*=6), overlaid onto the subclustering UMAP space (shown in Figure 2D). T1-specific genes: *Barhl2, Sgcg, Vdr, Olfr111, Olfr110, Cacna1g, Fam84b, Kcna10, Tspan10;* ET1-specific genes*: Coch, Wnt5b, Rorb, Chst9, Tpbgl, Clcf1, Rxfp1;* ET2-specific genes*: Lhx1, Ebf3, Trp73, Edn1, Ebf2, Nr2f2, Uncx, Psrc1, Dsp;* ET4-specific genes*: Ly6g6e, Foxo1, Siah3, Galnt12, Itga8, Ets2, Grik4.* (**D**) Violin plots showing maximum raw expression value of selected tufted cell type-specific DE genes across mitral and tufted cell clusters for further validation with smFISH. (**E, F**) Schematic representations of the smFISH images for validating projection neuron type-specific marker genes upon rAAVretro-CAG-H1B-GFP injection into PCx and AON. The schemes depict the laminar location visualized in the histological images from a coronal section of the ipsilateral hemisphere to the injection site. EPL: external plexiform layer; MCL: mitral cell layer; GL: glomerular layer. (**G–I**) smFISH showing combinatorial expression of mitral cell type-specific marker genes for M1, M2 and M3 cells in the mitral cell layer. High magnifications (top right) show co-labeling of viral GFP with the in situ mRNA probe. (**G and G’**). The M3 markers *Cadps2* and *Calca* are co-expressed in subpopulations of cells in the mitral cell layer, indicated by the yellow/magenta arrowheads. (**H and H’**) The M3 marker *Cadps2* and M1 marker *Kcng1* are expressed in distinct subpopulations of cells in the mitral cell layer, indicated by the magenta and yellow arrowheads respectively. (**I and I’**) The M3 marker *Cadps2* and M2 marker *Vgll2* are mutually exclusive in subpopulations of cells in the mitral cell layer, indicated by the yellow and magenta arrowheads respectively. For additional histological analysis and quantification of co-expression see Figure 3—figure supplement 1. (**J–L**) smFISH images showing combinatorial expression patterns of tufted cell type-specific marker genes for validating T1, ET1, ET2 and ET4 clusters as distinct projection neuron types in the external plexiform and glomerular layers. High magnifications (top right) show co-labeling of viral GFP with the in situ mRNA probe. As described for the mitral cell types, yellow or magenta arrowheads show non-overlapping patterns (**K**, **K’**: T1–ET1 and **L**, **L’**: ET1–ET4), and yellow/magenta arrowheads show co-expression patterns (**J**, **J’**: T1–T1). For additional histological analysis and quantification of co-expression see Figure 3—figure supplement 1. DAPI counterstain in blue. Scale bars, 50 μm and 10 μm (high magnifications).

**Figure 3—figure supplement 1.**
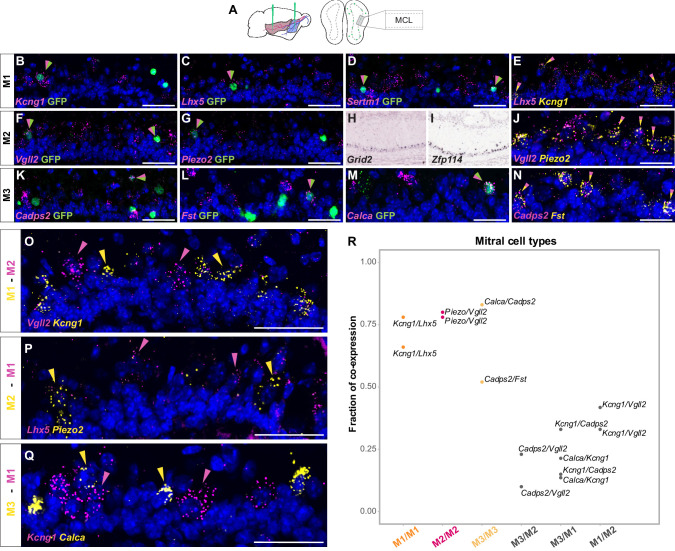
Histological analysis of DE genes for distinct mitral cell types. (**A**) Schematic representation of the smFISH images for validating selected mitral cell type-specific marker genes upon rAAVretro-CAG-H2B-GFP injection into PCx and AON. The scheme depicts the laminar location visualized in the histological images from a coronal section of the ipsilateral hemisphere to the injection site. MCL: mitral cell layer. (**B–D**) smFISH showing co-expression of M1-specific marker genes with viral GFP. Labeled nuclei are indicated by the magenta/green arrowheads. (**E**) smFISH showing co-expression of two M1-specific marker genes. Labeled nuclei are indicated by the yellow/magenta arrowheads. (**J**) Same as (**E**) but for M2-specific marker gene. (**N**) Same as (**E**) but for M3-specific marker gene. (**F, G**) Same as (**B–D**) but for M2-specific marker gene. (**H, I**) In situ hybridization images from the Allen Brain Atlas showing additional M2-specific DE genes. (K - M) Same as (**B–D**) but for M3-specific marker gene. (**O–Q**) smFISH images showing mutually exclusive expression of mitral cell type-specific marker genes for M1, M2, and M3. Yellow and magenta arrowheads show mutually exclusive expression of M1 versus M2 (**O–P**), and M1 versus M3 (**Q**) marker genes. DAPI counterstain in blue. Scale bars, 50 μm. (**R**) Combinatorial quantification of mitral cell type-specific smFISH probes. Each dot is color-coded by the mitral cell type membership between cells of the same clusters or represented in grey for cells across different clusters. Each dot represents the fraction of co-expression between two cluster-specific probes.

**Figure 3—figure supplement 2.**
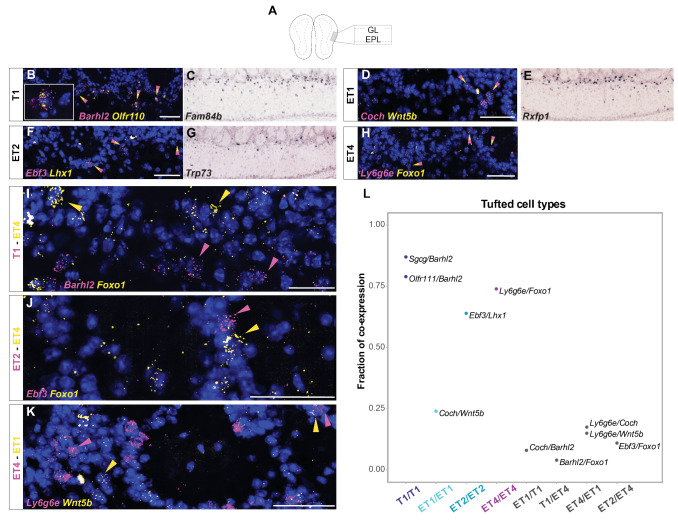
Histological analysis of DE genes for distinct tufted cell types. (**A**) Schematic of the smFISH images for validating selected tufted cell type-specific marker genes upon rAAVretro-CAG-H2B-GFP injection into PCx and AON. The scheme depicts the laminar location visualized in the histological images from a coronal section of the ipsilateral hemisphere to the injection site. GL=glomerular layer; EPL=external plexiform layer. (**B**) smFISH showing co-expression of two T1-specific marker genes. Labeled nuclei are indicated by the yellow/magenta arrowheads. High magnification (left) shows clear co-labeling of the two mRNA probes *Barhl2* and *Olfr110*. (**C**) In situ hybridization images from the Allen Brain Atlas showing one additional T1-specific DE gene. (**D**) Same as (**B**) but for ET1-specific marker gene. (**E**) In situ hybridization images from the Allen Brain Atlas showing additional ET1-specific DE genes. (**F**) Same as (**B**) but for ET2-specific marker gene. (**G**) In situ hybridization images from the Allen Brain Atlas showing additional ET2-specific DE genes. (**H**) Same as (**B**) but for ET4-specific marker gene. (**I–J–K**) smFISH images showing mutually exclusive expression of tufted cell type-specific marker genes for T1, ET1, ET2, and ET4. Yellow and magenta arrowheads show mutually exclusive expression of T1 versus ET4 (**I**), ET2 versusET4 (**J**), and ET1 versus ET4 (**K**) marker genes. DAPI counterstain in blue. Scale bars, 50 μm. (**L**) Combinatorial quantification of tufted cell type-specific smFISH probes. Each dot is color-coded by tufted cell type membership between cells of the same clusters or represented in grey for cells across different clusters. Each dot represents the fraction of the co-expression between the two cluster-specific probes visualized next to the dot.

**Figure 3—figure supplement 3.**
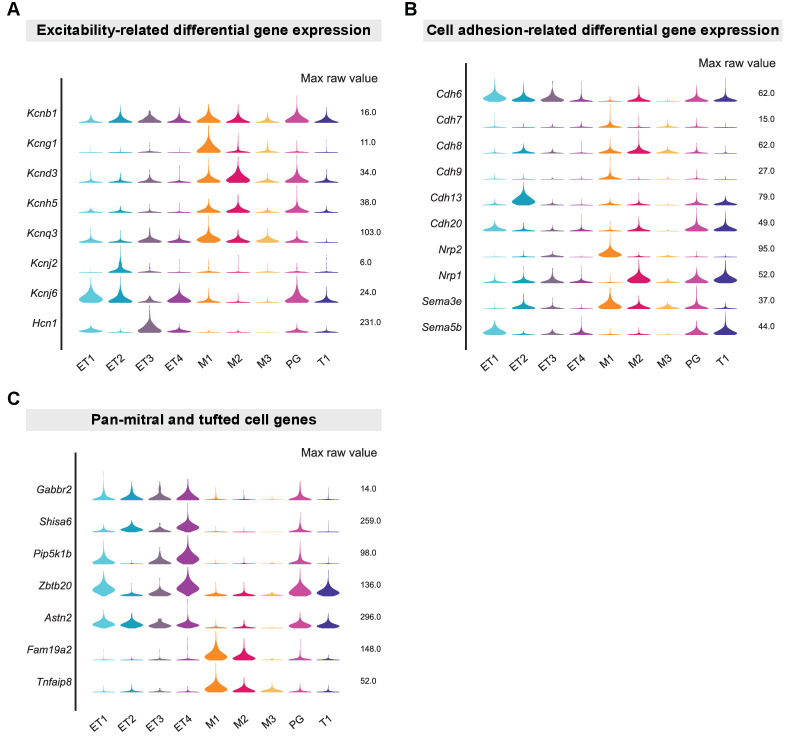
Excitability-related, cell adhesion-related, and pan-OB projection neuron DE genes. (**A**) Violin plots showing maximum raw expression values of genes encoding for channels as key candidates for controlling the differential excitability of different MC and TC types. *Kcng1* gene is known to encode for a voltage-gated potassium channel that forms heterotetrameric channels with the ubiquitously expressed delayed rectifying Kv2.1 potassium channel (Kcnb1). (**B**) Violin plots showing maximum raw expression values of genes encoding for cell adhesion and axon guidance molecules known to control the formation and maintenance of neuronal connectivity that were differentially expressed in MC and TC types. (**C**) Violin plots showing maximum raw expression values of pan-external tufted cell marker genes (*Gabbr2, Shisa6, Pip5k1b*), pan-tufted cell marker genes (*Zbtb20, Astn2*), and pan-mitral cell marker genes (*Fam19a2, Tnfaip8*).

We first investigated MC type-specific gene expression. Differential expression (DE) analysis identified the voltage-gated potassium channel *Kcng1*, the transcriptional regulator LIM homeobox 5 (*Lhx5)* and the serine-rich transmembrane domain 1 (*Sertm1)* as putative M1-specific marker genes. Two-color smFISH revealed extensive co-localization of *Kcng1* and *Lhx5* transcripts within the same subpopulation of cells in the MC layer (Figure 3—figure supplement 1E,R). Furthermore, *Kcng1*, *Lhx5*, and *Sertm1* expression was consistently observed in neurons expressing GFP (Figure 3H, Figure 3—figure supplement 1B–D). Next, DE analysis identified the mechanosensory ion channel *Piezo2*, the transcription cofactor vestigial like family member 2 (*Vgll2)* and the zinc finger protein 114 (*Zfp114)* as putative M2-specific markers. Two-color smFISH revealed extensive co-localization of *Piezo2* and *Vgll2* transcripts within the same subpopulation of cells in the mitral cell layer (Figure 3—figure supplement 1J,R), and co-localization of M2-specific marker genes with GFP (Figure 3I, Figure 3—figure supplement 1F,G). Finally, we identified the calcium-dependent secretion activator 2 (*Cadps2)*, calcitonin (*Calca)*, and follistatin (*Fst)* as putative M3-specific markers. smFISH revealed selective and extensive co-localization of *Cadps2* with *Calca* or with *Fst* transcripts within the same subpopulation of cells in the MC layer (Figure 3G,G’, Figure 3—figure supplement 1N,R). Furthermore, *Cadps2, Calca* and *Fst* expression was consistently observed in neurons expressing GFP (Figure 3G,H, Figure 3—figure supplement 1K–M). Importantly, two-color smFISH revealed that type-specific M1, M2, and M3 markers were expressed in largely non-overlapping populations of MCs: M1-specific *Kcng1* and *Lhx5* transcripts rarely co-localized with M2-specific *Vgll2* and *Piezo2* transcripts (Figure 3—figure supplement 1O,P,R); M1-specific *Kcng1* transcripts rarely co-localized with M3-specific *Cadps2* and *Calca* transcripts (Figure 3H,H’, Figure 3—figure supplement 1Q,R); M2-specific *Vgll2* transcripts rarely co-localized with M3-specific *Cadps2* transcripts (Figure 3I,I’, Figure 3—figure supplement 1R). Together, the selective co-localization of type-specific genes in non-overlapping populations in the mitral cell layer validates these three types as accurate and meaningful groupings of MCs, and their co-localization with GFP validates their identity as projection neurons.

DE analysis for TC type-specific genes identified the transcription factor BarH-like homeobox 2 (*Barhl2)*, the gamma-sarcoglycan *Sgcg*, the vitamin D receptor (*Vdr)*, and the olfactory receptors *Olfr110* and *Olfr111* as putative T1 markers. Two-color smFISH revealed extensive co-localization of *Barhl2* and *Sgcg* or *Olfr110/Olfr111* transcripts within the same subpopulation of cells in the external plexiform layer, indicative of middle tufted cells (Figure 3J,J’, Figure 3—figure supplement 2B,L). Furthermore, *Barhl2* and *Sgcg* expression was observed in neurons expressing GFP (Figure 3J). The coagulation factor C homolog (*Coch)* and the Wnt family member 5b (*Wnt5b)* were identified as putative ET1 markers. smFISH confirmed the expression of *Coch* and *Wnt5b* in a subpopulation of cells in the external plexiform and glomerular layers, although co-expression could not be recovered as consistently as for other markers (Figure 3K, Figure 3—figure supplement 2D,L). Moreover, *Coch* expression was observed in neurons expressing GFP (Figure 3K). The LIM homeobox 1 (*Lhx1)* and the early B-cell factor 3 (*Ebf3)* were identified as putative ET2 markers. Two-color smFISH revealed consistent *Lhx1* and *Ebf3* co-expression in a sparse subpopulation of cells at the boundary between the external plexiform and glomerular layers (Figure 3—figure supplement 2F,L), indicative of external TCs. Finally, we identified the lymphocyte antigen 6 family member 6GE (*Ly6g6e)* and the transcription factor Forkhead box O1 (*Foxo1)* as putative ET4 markers. smFISH revealed selective co-expression of *Ly6g6e* and *Foxo1* in a subpopulation of cells in the glomerular layer (Figure 3—figure supplement 2H,L), and co-localization of *Ly6g6e* with GFP validates their identity as external TCs (Figure 3L). Importantly, two-color smFISH revealed that type-specific tufted cell markers were expressed in largely non-overlapping populations of cells: ET1-specific *Coch* transcripts did not co-localize with T1-specific *Barhl2* transcript or with ET4-specific *Ly6g6e* transcripts (Figure 3K,K’ ,L ,L’, Figure 3—figure supplement 2L). Furthermore, ET4-specific *Foxo1* and *Ly6g6e* transcripts did not co-localize with T1-specific *Barhl2* transcript (Figure 3—figure supplement 2I,L), with ET2-specific *Ebf3* transcript (Figure 3—figure supplement 2J,L) or with ET1-specific *Wnt5b* transcript (Figure 3—figure supplement 2K,L). Overall, the selective co-localization of type-specific genes, their location within the olfactory bulb, their non-overlapping nature, and their co-localization with GFP validate these five types of middle and external TCs as accurate and meaningful classifications.

### Inferring gene regulatory networks for projection neurons

The differential gene expression patterns revealed by transcriptome analysis are determined by the concerted action of transcription factors (TFs). We therefore set out to characterize cell types by their TF activity. To do so, we predicted regulatory relationships between TFs and target genes (that can be also TFs), taking into account independent genomic information about TF binding sites around the target gene-specific promoter. These gene regulatory networks are more robust against technical artifacts than the expression of individual genes, providing a complementary set of axes along which to cluster MCs and TCs. Ultimately, gene regulatory network analysis can yield more detail for classifying cell types and for understanding the molecular mechanisms that underlie their transcriptional differences.

To infer the regulatory networks of each type of projection neuron, we used the Single-Cell Regulatory Network Inference and Clustering pipeline (SCENIC, Aibar et al., 2017, Van de Sande et al., 2020). In brief, SCENIC consists of co-expression analysis, followed by TF binding motif enrichment analysis, and finally evaluation of the activity of regulons, that is a TF and its predicted target genes (Figure 4A). The result is a list of regulons and a matrix of all the single cells with their regulon activity scores (RAS, essentially an area-under-the-curve metric, see Materials and methods for details).

**Figure 4.**
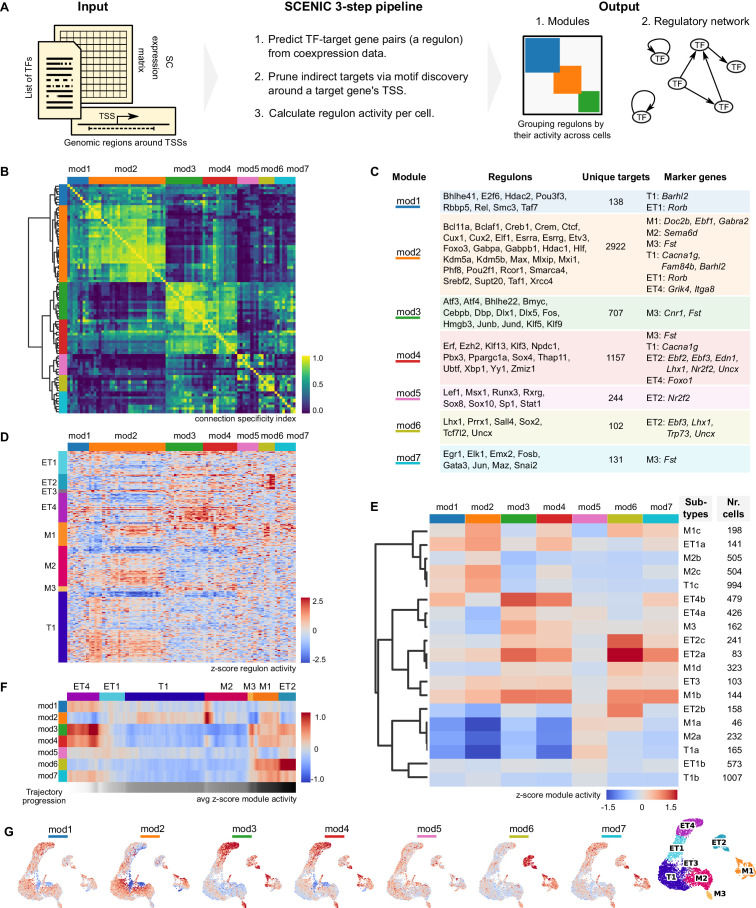
Mitral and tufted cell-specific regulons combine into modules. (**A**) Schematic representation of the network analysis pipeline, including the required input, the SCENIC protocol, and the output in the form of regulon modules and a regulatory network (in Figure 5). TSS: transcription start site; TF: transcription factor. (**B**) Hierarchical clustering of mitral and tufted cell-specific regulons using the Connection Specificity Index (CSI) as a distance measure results in seven modules (Ward linkage). The connection specificity index compares Pearson correlation coefficients (PCC) between regulons. If we take regulons A and B, their CSI is the number of PCC of A with other regulons and of B with other regulons that are lower than the PCC between A and B. This means that the CSI contextualizes a correlation between two regulons given how these regulons correlate to the rest. Prominent cross-module interactions are observed for mod1–2, mod3–4, and mod6–7. Module four showed interactions with all other modules. (**C**) Table listing the mitral and tufted cell-specific modules, their regulons, the number of unique target genes in each module, and cluster-specific marker genes found also as target genes in a given module. Marker genes were established by transcriptome analysis and shown in Figure 3B and D. (**D**) Regulon activity (columns) in mitral and tufted cell types (rows) defines subtypes within each cluster. Within each cell type, rows were ordered by hierarchical clustering (correlation distance, complete linkage). Columns clustered as in (**B**). (**E**) Module activity per cell subtype. Module activity is calculated as the average activity of its regulons for a given cell subtype. Rows were ordered by hierarchical clustering (correlation distance, complete linkage). Each cell subtype may be defined by a combination of active and inactive modules. For example, M2b and M2c are defined by relatively high activity in modules 1 and 2. (**F**) Quantification of changes in module activity through trajectory analysis. A single trajectory that traverses the cell types in the order ET4, ET1, T1, M2, M3, M1, ET2, is computed using PAGA (Wolf et al., 2019). Module activity along the trajectory is the average over a sliding window of 100 nuclei. Trajectory progression is depicted as a greyscale gradient from white to black. Along the same trajectory is also computed the regulon activity and expression levels of the corresponding TFs (Figure 4—figure supplement 3). (**G**) Module activity mapped on the projection neuron UMAP space (Figure 2D, rightmost UMAP for convenience). Color range as in (**E**).

**Figure 4—figure supplement 1.**
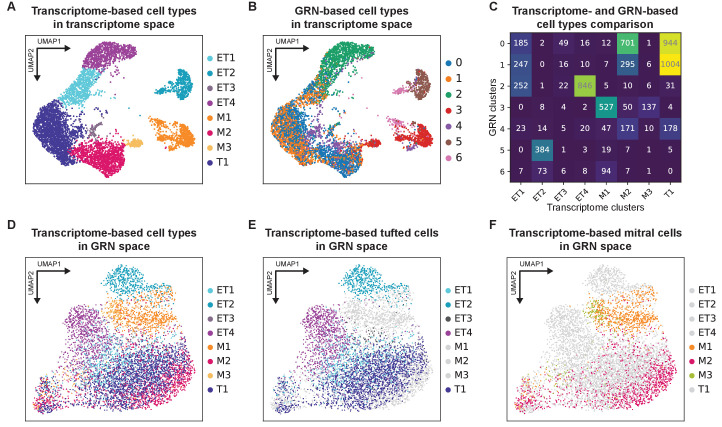
Comparing transcriptomic and gene regulatory network-defined mitral and tufted cell types. (**A**) Transcriptome-defined mitral and tufted cell types in transcriptome-based UMAP space (Figure 2D) shown here for comparison with (**B**). PG cluster was not used in the pySCENIC gene regulatory network (GRN) analysis and therefore was removed from the plot. (**B**) GRN-based mitral and tufted cell types mapped onto the transcriptome-defined UMAP space. The numbers shown on the right (1–6) are the pySCENIC clusters. (**C**) Quantification of the comparison between transcriptomic and GRN-based mitral and tufted cell types. The Adjusted Rand Index (ARI) = 0.326 indicates differences between the two types of clustering analysis. (**D**) Transcriptome-defined mitral and tufted cell types in GRN-based UMAP space. Clusters are restricted to specific, yet overlapping, regions of the GRN-based UMAP. (**E**) Same as (**D**), but only tufted cell types are visualized. (**F**) Same as (**D**), but only mitral cell types are visualized.

**Figure 4—figure supplement 2.**
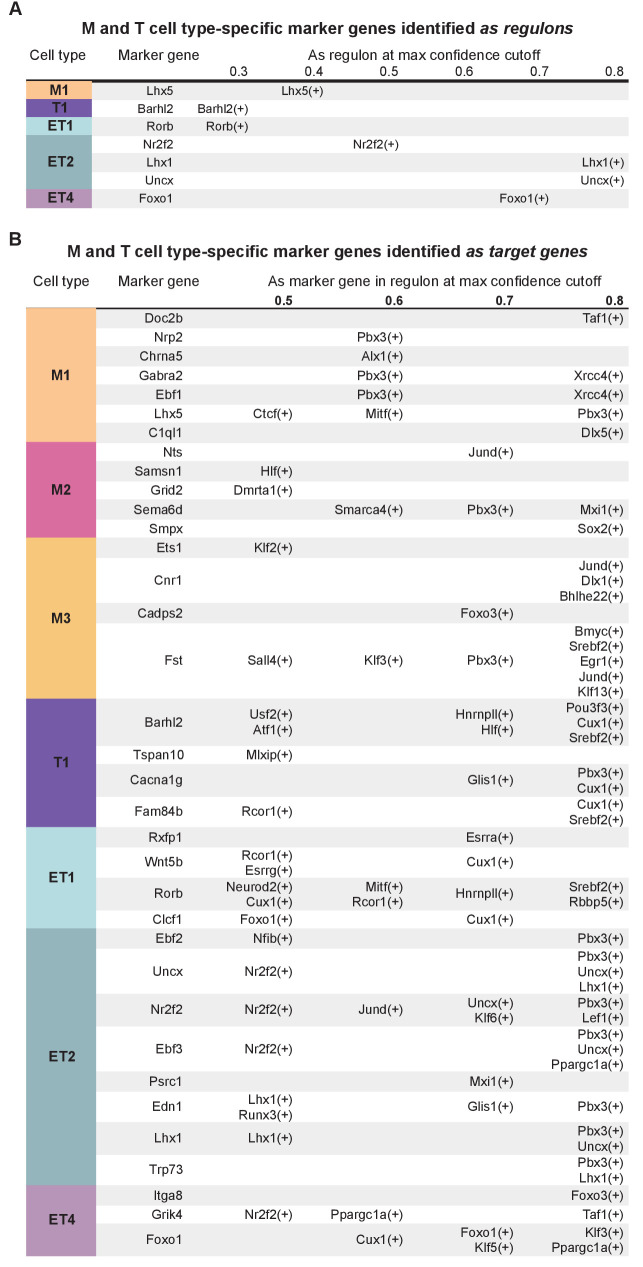
Mitral and tufted cell type-specific marker genes found in regulons. (**A**) Mitral and tufted cell type-specific marker genes identified as regulons in pySCENIC analysis. Columns from left to right: cluster membership; marker gene; marker gene as regulon with its max confidence cut-off. Regulons with a confidence cut-off ≥0.3 are shown. (**B**) Presence of mitral and tufted cell type-specific marker genes as target genes in pySCENIC analysis. Columns from left to right: cluster membership; marker gene; presence in regulon(s) at the corresponding highest confidence cut-offs. Regulons with a confidence cut-off ≥ 0.5 are shown.

**Figure 4—figure supplement 3.**
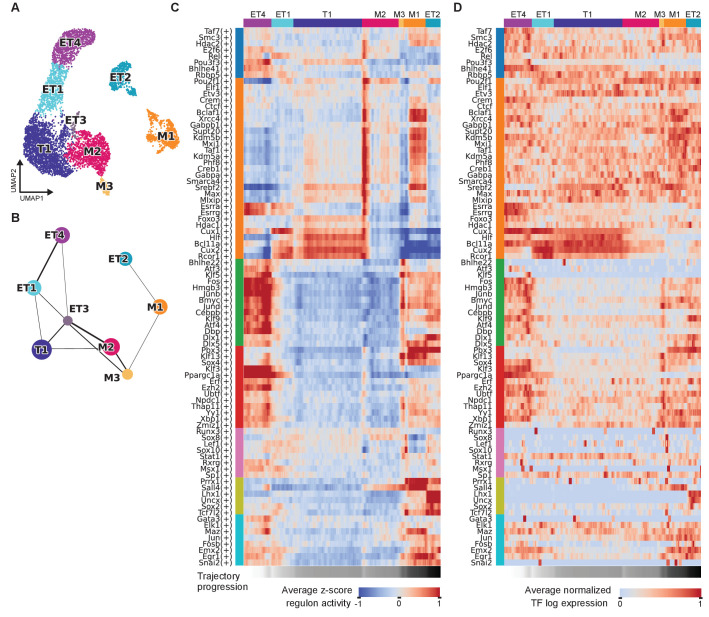
PAGA-based trajectory analysis of mitral and tufted cell types. (**A**) Recomputed transcriptome-based UMAP with the PG cluster removed from the data. (**B**) The PAGA graph derived from the clustering in (**A**). (**C**) Average regulon activity along the trajectory ET4, ET1, T1, M2, M3, M1, ET2. Regulons are grouped by the module membership as indicated by the vertical color-coded bars. The trajectory is averaged with a sliding window of size 100 nuclei. (**D**) Average transcription factor expression levels along the trajectory ET4, ET1, T1, M2, M3, M1, ET2 as in (**C**). Each row corresponds to the TF of the regulon as shown in (**C**). Log expression levels are normalized to the interval [0, 1]. The trajectory is averaged with a sliding window of size 100 nuclei.

### Clustering on regulon activity corroborates molecular groupings of mitral and tufted cell types and allows further subdivision

We applied SCENIC to MCs and TCs (6484 cells), computing 86 regulons with a range of 8–551 target genes (median = 23.5). This greatly reduces the dimensionality of the data from >30,000 genes to 86 regulons, defining a new low-dimensional space in which to analyze relationships between nuclei. Using the regulon activity matrix, we computed a UMAP space and performed a Louvain clustering on the putative projection neurons (Traag et al., 2019; Wolf et al., 2018). We compared this gene regulatory network (GRN)-based clustering to the transcriptome-based clustering and observed that neighbor relationships are conserved between neurons (Figure 4—figure supplement 1). Indeed, several clusters in transcriptome space are clearly identifiable as clusters in GRN-space, and vice versa (e.g. ET2, ET4, M1+M3). However, we also noted significant differences between other clusters (ET1, T1, and M2). This disagreement suggests that network analysis provides orthogonal information relative to transcriptome analysis.

### Combinations of regulon modules characterize mitral and tufted cell subtypes

TFs activity is thought to be organized into coordinated network modules that determine cellular phenotypes (Alexander et al., 2009; Irons and Monk, 2007; Suo et al., 2018). To characterize how TFs are organized into such modules in OB projection neurons, we searched for combinatorial patterns of regulon activity. We used the Connection Specificity Index (CSI) to this end, which is an association index known to be suited for the detection of modules (Fuxman Bass et al., 2013; Suo et al., 2018). By computing the CSI on the basis of pairwise comparisons of regulon activity patterns across cells, we found that the 86 regulons grouped into seven modules (mod1–7) (Figure 4B,C).

Interestingly, regulon and module activity were not uniform within cell types. Rather, regulon activity suggested the existence of distinct subtypes within mitral and tufted cell types (Figure 4D). We used hierarchical clustering to further subdivide cell types, finding four subtypes of M1, three subtypes each of M2, T1, and ET2, and two subtypes of ET1 and ET4. To further investigate these subtypes, we used the modules to describe how the combined regulatory logic of distinct TFs contributes to the diversity of MC and TC subtypes. We asked if combinations of modules could uniquely describe the subtypes. To do so, we calculated the average module activity score per cell subtype. Next, we performed a hierarchical clustering on the subtypes (Figure 4E). We found that, when grouped by module activity, subtypes do not strictly group by type; rather, subtypes of different cell types tend to share similar module activity (Figure 4E). This is a consequence of the differences between transcriptome- and GRN-based analysis: transcriptome clusters (cell types) are subdivided along the boundaries of GRN-based clusters. As we observed the grouping of subtypes along three neighboring clusters – ET1, T1, and M2 – we set out to better understand how module activity changes along these cell types. To this end, we used PAGA (PArtition-based Graph Abstraction) for trajectory analysis along the sequence of ET4, ET1, T1, M2, M3, M1, ET2 (Figure 4F, and for the corresponding UMAPs, see Figure 4G). We observed clear module activity gradients between ET4-ET1-T1, where modules 1, 3, 4, and 7 are high at the ET4 end of the cluster and low at T1. Module two forms an antagonistic gradient across ET1, high at T1 and low at ET4. Similarly, activity of module five changes in a gradient fashion from T1 to M2. Importantly, trajectory analysis not only detects gradients, but also discrete changes between cell types. For instance, the activity of module six shows a step-wise dynamic: high activity at ET2, medium at M1, and low for the other cell types. And module two has no activity in M3, while it is clearly present in its neighboring cell types M1 and M2.

### Regulon-based transcription factor networks reveal overlapping features of cell type identity

While TFs regulate a large number of target genes, central to cell identity are the interactions between them: TFs can regulate their own expression as well as the expression of other TFs, generating a TF network thought to be a core determinant of cell type identity (Arendt et al., 2016; Becskei et al., 2001; Thieffry, 2007). We thus looked at TF–TF interactions to visualize the TF network topology that defines MCs and TCs. We specifically asked whether MC and TC classes share common TF network features, or whether, as suggested by the analysis of genome-wide transcriptome and regulon analysis (Figures 2–4), MC and TC subtypes are defined by specific yet overlapping TF network features.

As a regulon is defined by a TF and a set of target genes, we constructed a (directed) network of TFs by taking from each regulon’s target genes only the TFs that have regulons themselves (Figure 5A). Overall, we found one large set of interconnected TFs, one small component of two TFs, and 18 isolated TFs. Fifty-five of the 86 TFs (64%) show possible self-activating regulation, and several others form mutually activating pairs (e.g. *Lhx1* and *Uncx*). The network is dominated by three hub genes, two of which may self-activate: *Pbx3* (activates 17 TFs), *Bclaf1* (activates 11 TFs), and *Taf1* (activates 9 TFs). Their central position in this network suggests important roles in regulating transcription broadly across different cell types (e.g. Taf1, *Bclaf1)* or selectively in cell type-specific networks (e.g. Pbx3, Figure 5—figure supplement 1).

**Figure 5.**
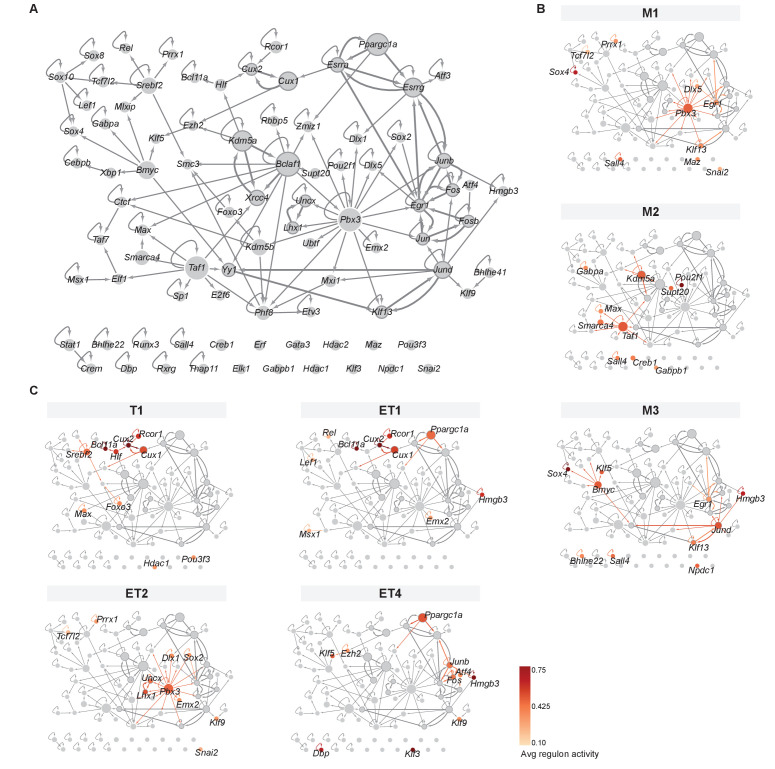
Mitral and tufted cell-specific transcription factor network derived from regulons. (**A**) Overview of mitral and tufted cell-specific transcription factor (TF) network, with node size scaled by the number of target genes and nodes colored with different shades of gray based on the outdegree (number of outgoing edges). Thick borders and edges denote cycles of 2 or three regulons. The three main hubs are: *Pbx3* (outdegree 17, target genes 545), *Bmyc* (outdegree 11, target genes 523) and *Taf1* (outdegree 9, target genes 551). (**B**) Same network as shown in A specific for mitral cell types (M1, M2, M3) with standardized regulon activity for the top 10 most specific regulons mapped onto the corresponding TF nodes (compare Figure 4D,E). Regulon specificity scores are shown in Figure 5—figure supplement 1A, with expression of the corresponding TFs visualized on UMAPs in Figure 5—figure supplement 1B. Mitral and tufted cell type-specific marker genes are visualized in the network in Figure 5—figure supplement 2. (**C**) Same network as shown in (**A**) specific for tufted cell types (T1, ET1, ET2, ET4) with standardized regulon activity for the top 10 most specific regulons. We omitted ET3 as it only has a few nuclei. As for mitral cell types, see also Figure 5—figure supplements 1 and 2.

**Figure 5—figure supplement 1.**
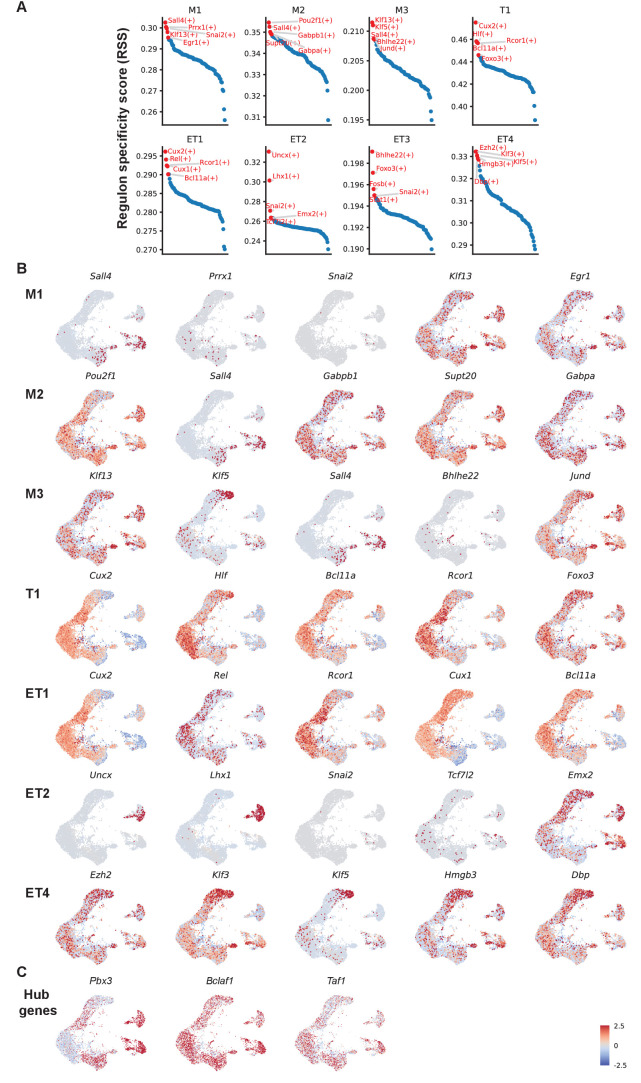
Top five mitral and tufted cell type-specific regulons. (**A**) Regulon specificity score for each cell type, with the top five highest scoring regulons shown in red. Specificity scores are based on Jensen-Shannon Divergence, a metric for comparing probability distributions (Suo et al., 2018). pySCENIC provides standard functionality to compute the scores. (**B**) UMAP representations of the top five mitral and tufted cell type-specific regulons (transcription factors) organized in rows by the cluster membership. Z-scored expression levels are used to highlight relative differences between cell types. Four TFs, namely Prrx1, Snai2, Bhlhe22, and Tcf7l2, are only very sparsely expressed (confirmed by the raw expression levels, data not shown). Their cell-type specificity has to be interpreted with caution. (**C**) UMAP representations of the top three network hub genes (Pbx3, Bclaf1, and Taf1). Pbx3 is predominantly expressed in mitral cell type M1 and tufted cell type ET2. Bclaf1 and Taf1 are more broadly expressed across all M/T cell types. Nuclei are color-coded by the raw expression level of transcripts.

**Figure 5—figure supplement 2.**
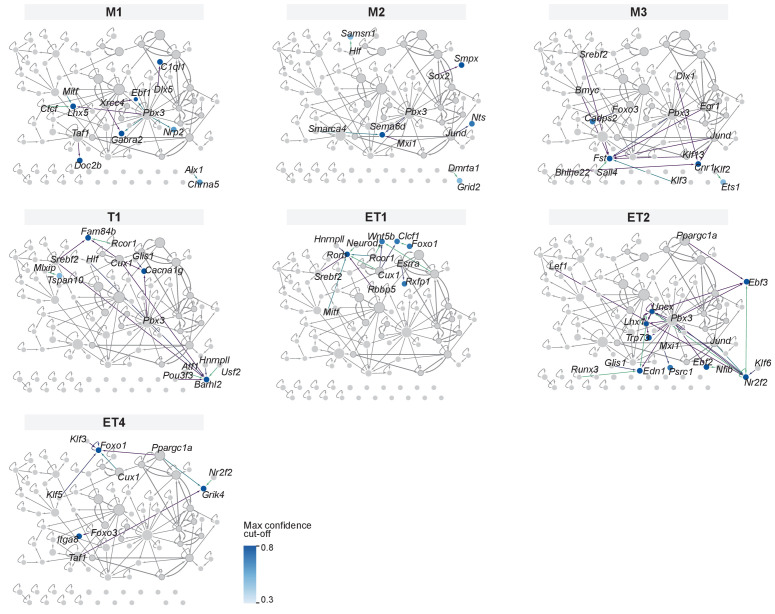
Mitral and tufted cell type-specific marker genes visualized as target genes in the gene regulatory network. For each mitral and tufted cell type, marker genes are integrated in the gene regulatory network (network shown in Figure 5), with nodes and interactions colored by the highest confidence cut-off that would keep the marker gene in the regulon dataset. Results based on a confidence cut-off ≥0.3 are included, consistent with Figure 4—figure supplement 2.

As anticipated from our module analysis, we find features that are shared across certain types of MCs and TCs rather than MC- or TC-specific network features (Figure 5B,C). For instance, we find that M1 and ET2 are characterized by the hub *Pbx3*. Yet both cell types are distinguishable by other TFs: M1 uses *Egr1* and *Dlx5* with *Pbx3*, whilst ET2 has a 2-cycle involving *Lhx1* and *Uncx*, which were both identified as marker genes specific for this cell type (Figure 4—figure supplement 2, Figure 5—figure supplement 2). Between T1, ET1, and ET4, we observe the gradients discussed above recapitulated in a transition between three groups of closely linked TFs. T1 is characterized by the close-knit group of Bcl11a, Cux1, Cux2, Hlf, and Rcor1, which are all members of module 2. Next, ET1 also employs these TFs, with the exception of Hlf and with the addition of Hmgb3 and Ppargc1a (modules 3 and 4, respectively). Interestingly, the estrogen receptors Esrra and Esrrg are in the top 15 of specific regulons for ET1, creating a target-gene-rich three-cycle with Ppargc1a: the second group of TFs. For ET4, Hmgb3 and Ppargc1a remain characteristic (but not Esrra and Esrrg), with Hmgb3 closely linked to the (third) group of Junb, Fos, and Atf4 (also members of modules 3 and 4).

Taken together, the analysis of TF regulatory networks suggests that individual MC and TC types share key TF network features, which might point towards common physiology or connectivity features. The differentially active TF network hubs and loops provide starting points for future investigation of the functional differences between the MC and TC types described here (Figure 5—figure supplement 2). Thus, the modules and the network serve as complementary approaches for studying cell type identity, with modules suited to classifying cells into types and subtypes and network analysis suited to investigating their functional differences.

### Simulating single-nucleus gene expression from bulk RNA deep sequencing

TCs preferentially target anterior olfactory regions, including the Anterior Olfactory Nucleus (AON), while MCs target anterior and posterior olfactory areas (Imamura et al., 2020). Therefore, we asked whether the genetic diversity within MC types could provide information about their projection targets. To investigate this question, we again injected rAAV-retro-CAG-H2B-GFP into the olfactory cortex, albeit now *either* into the AON *or* the posterior piriform cortex (pPCx) (Figure 1A). 

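Bulk RNA sequencing was performed on GFP-expressing nuclei sorted from the olfactory bulbs of 3 AON-injected and 3 PCx-injected mice, with 1 library per mouse. All mice were female, and the paper gives their ages as 6 to 8 weeks. The sample labels name the injected area as the tissue, whereas the methods state that the nuclei came from the bulb. The authors trimmed the reads, aligned them to GRCm38 with STAR and estimated the count of each gene with RSEM. The deposited table holds these expected counts for 51912 gene identifiers without normalization. Of its values, 11.4% were not whole numbers, and all values were rounded before testing. The total count was 17280804, 15951475 and 15937374 in AON-injected replicates 1, 2 and 3. In PCx-injected replicates 1, 2 and 3 it was 11569069, 10882963 and 10559328. Averaged from the RNA concentrations that the paper lists, the AON-injected replicates gave 1.69 ± 0.193 ng/μl (SD, n = 3) and the PCx-injected replicates 0.185 ± 0.0644 ng/μl (SD, n = 3). At least 1 count was found for 22418 to 24380 genes per AON-injected library and for 18563 to 20613 genes per PCx-injected library.
Counts were normalized with edgeR's TMM method and are given as CPM, edgeR's measure of counts relative to the normalized library size. Genes were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment after edgeR's filterByExpr step with a minimum count of 10, which left 16203 genes. All log2 fold changes are AON over PCx, so that a negative value means a higher level in the PCx-injected libraries. Single values per library were compared by two-sided exact permutation tests, whose smallest possible p is 0.1 with 3 libraries against 3. Gene positions are those of GENCODE M21 on GRCm38. Library pairs from the same injection site differed by a chi-square of 14.6 to 69.5 per degree of freedom, and pairs from different sites by 126 to 323.
The 37 annotated genes of the mitochondrial chromosome took 1.06% ± 0.383 (SD, n = 3) of the counts in AON-injected libraries and 12.9% ± 4.29 (SD, n = 3) in PCx-injected libraries. The lowest share after PCx injection was 7.94% in replicate 1 (95% Wilson interval 7.92% to 7.95%). The highest share after AON injection was 1.50%, also in replicate 1 (95% Wilson interval 1.49% to 1.50%). These intervals cover counting error only, since the reads carried no molecular identifiers.

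**Figure D1:**
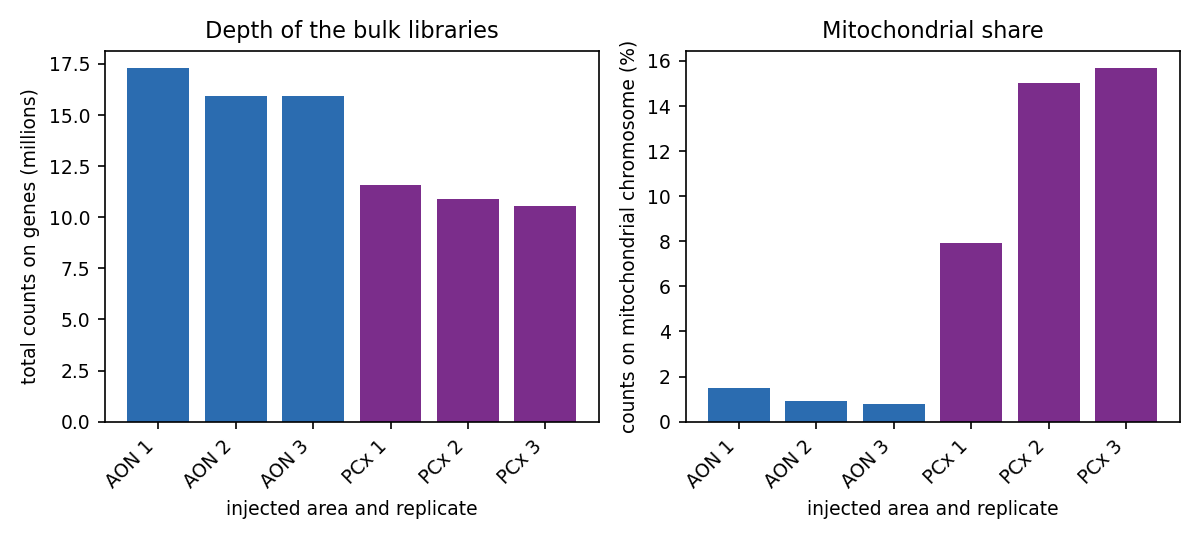
Total counts on genes (left, in the unit given on the axis) and percent of counts on the mitochondrial chromosome (right) for each bulk library, with 1 bar per library. Totals lie between 10559328 and 17280804, and the 3 PCx-injected libraries have mitochondrial shares of 7.94%, 15.0% and 15.7%.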

For each injection site and in three biological replicates, we then enriched for GFP expression using FANS (Figure 1—figure supplement 2C–F) and prepared RNA for bulk RNA deep sequencing (Figure 1A).

Bulk RNA sequencing represents molecular information from a variety of different cell types. Given that a substantial fraction of isolated nuclei in our experiments was comprised of granule and periglomerular cells, in addition to projection neurons, we devised a novel computational approach to recapitulate the constituent cell types from bulk RNA sequencing data by simulating single-nucleus expression profiles. 

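Genes of granule and periglomerular cells were abundant in all 6 bulk libraries. The list of 12 GABAergic interneuron genes had a mean log2(CPM + 1) of 8.06 ± 0.13 (SD, n = 3) in AON-injected and 7.32 ± 0.20 (SD, n = 3) in PCx-injected libraries. The 6 mitral and tufted cell genes (*Slc17a7*, *Slc17a6*, *Slc17a8*, *Tbx21*, *Cdhr1* and *Thy1*) had a mean of 4.75 ± 0.25 (SD, n = 3) and 4.48 ± 0.18 (SD, n = 3). Subtracting the second value from the first within each library gave an interneuron minus projection neuron score between 2.43 and 3.45. *Slc17a8* had at most 3 counts in any library, which raises this score. With filtered genes only, its mean was 2.38 in AON-injected and 1.94 in PCx-injected libraries. *Gad1* (ENSMUSG00000070880; chromosome 2, 70553072 to 70602014), which encodes a GABA-synthesizing enzyme, reached 2885 ± 314 CPM (SD, n = 3) after AON injection and 1271 ± 371 CPM (SD, n = 3) after PCx injection. The periglomerular gene *Th* (ENSMUSG00000000214; chromosome 7, 142892752 to 142931128) reached 467 ± 55.1 CPM and 239 ± 84 CPM. *Thy1* (ENSMUSG00000032011; chromosome 9, 44043384 to 44048579), a gene of the projection neuron list, reached 91.1 ± 17.2 CPM and 50.0 ± 4.34 CPM. A level of expression differs between genes for reasons other than the number of cells, so these values do not give the proportions of nuclei.

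**Figure D2:**
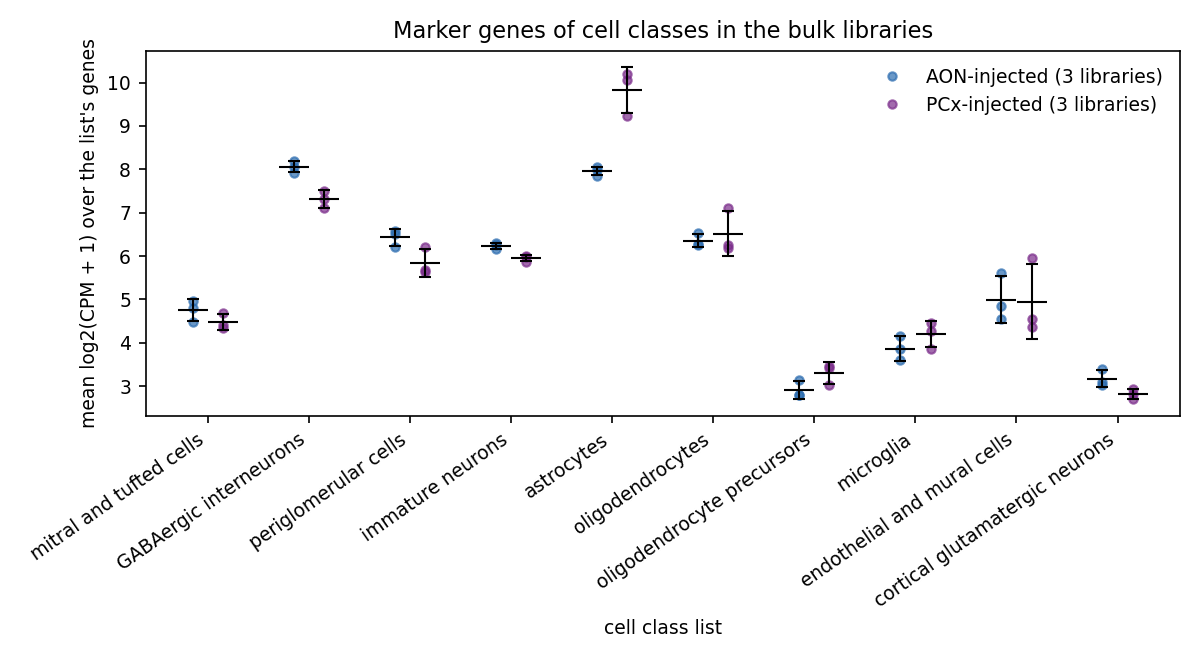
Mean log2(CPM + 1) over the genes of each of 10 cell class lists. Each point is a library, and black lines give the mean and SD of 3 libraries. The GABAergic interneuron list lies above the mitral and tufted cell list in every library.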

Previous methods simulated the transcriptome of a single cell based on the overall distribution of gene expression levels in the bulk RNA sequencing data, producing many nuclei that were similar to each other and to the original bulk expression profile (Konstantinides et al., 2018; Avila Cobos et al., 2018; Zhu et al., 2016). This worked well for clean bulk RNA-seq datasets with only one cell type, but for our mixed datasets, the simulated nuclei resembled an unrealistic average of the constituent cell types. Therefore, to capture the diversity contained within our bulk RNA-seq datasets, we used regulons as the unit of analysis to create simulated nuclei with more biologically realistic transcriptomes (Figure 6A,B).

**Figure 6.**
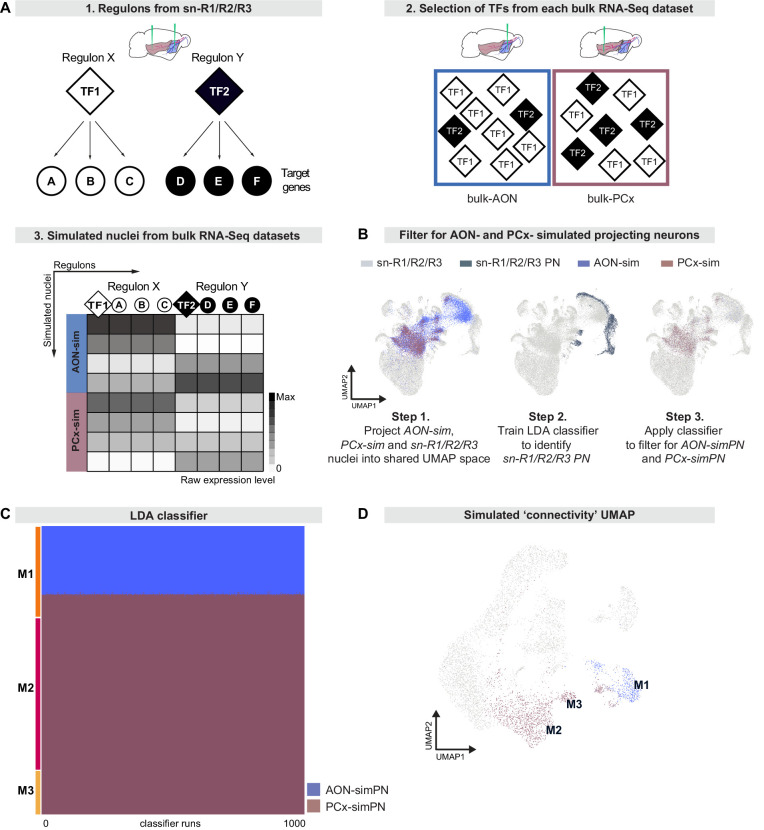
Regulon-based simulations from bulk RNA deep sequencing data suggest that mitral cell types have distinct projection targets. (**A**) Schematic representation of strategy to integrate bulk RNA-seq and single nucleus RNA-seq data. (A1) Simulations use regulons inferred from sn-R1/R2/R3 data. A regulon consists of a transcription factor (TF) and all target genes (A, B, etc) that are activated by that transcription factor. (A2) When simulating nuclei from bulk RNA-seq data, the probability of selecting a given regulon is determined by the abundance of its transcription factor in the bulk RNA-seq dataset. (A3) Nuclei are simulated from each bulk dataset (AON-sim and PCx-sim) through random sampling of regulons with replacement. This method maintains broad differences between datasets while accounting for heterogeneity within each dataset. (**B**) AON-sim, PCx-sim and sn-R1/R2/R3 nuclei projected into a shared UMAP representation. Step 1: Blue indicates AON-sim nuclei and purple indicates PCx-sim nuclei. Step 2: Darker color indicates sn-R1/R2/R3 projection neurons. Step 3: Blue indicates AON-projecting simulated projection neurons (AON-simPN) and purple indicates pPCx-projecting simulated projection neurons (PCx-simPN). (**C**) Linear Discriminant Analysis (LDA) classifiers were trained on AON-simPN and PCx-simPN, then used to predict the projection target of sn-R1/R2/R3 mitral cells to investigate projection targets of sn-R1/R2/R3 derived types. Each row represents one mitral cell. Each column represents one of 1000 LDA classifiers. Blue indicates that the mitral cell was classified as AON-simPN, and purple indicates that the mitral cell was classified as PCx-simPN. Within each mitral cell type, cells are sorted vertically by their predicted projection target. (**D**) UMAP representation color-coded by predicted projection target. Cells in blue were predicted to be AON-simPN by all 1000 classifiers. Cells in purple were predicted to be PCx-simPN by all 1000 classifiers.

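The abundance of the 86 regulon transcription factors of Figure 4C was computed as a weight, taken here as the count of each factor divided by the sum over the 86 factors in the same library. These sums ranged from 41083 to 95405 counts. *Bclaf1* held the largest mean weight in both groups, with 7.58% ± 0.973 (SD, n = 3) in AON-injected and 5.95% ± 0.550 (SD, n = 3) in PCx-injected libraries. The other factors among the 5 largest weights in both groups were *Smc3*, *Klf13* and *Dlx1*. *Xbp1* (ENSMUSG00000020484) was among the 5 largest only after AON injection, and *Kdm5a* only after PCx injection. The total variation distance between the mean weights of the groups, which is the share of weight that would have to move between factors to turn one set into the other, was 16.1%. None of the other 9 splits of the 6 libraries into 3 and 3 gave a larger distance, and the next was 14.2% (exact permutation test, p = 0.1, the smallest possible). Single libraries of the same group lay 6.27% to 17.0% apart, and libraries of different groups 10.4% to 23.1%. PCx-injected replicate 1 was closer to each AON-injected library (10.4% to 10.7%) than to the other PCx-injected libraries (15.6% and 17.0%), and without it the distance rose to 20.9%.
The factors that contributed most to the distance were *Xbp1*, *Cux2*, *Egr1* and *Cux1*. The weight of *Xbp1* was 6.34% ± 1.31 (SD, n = 3) after AON injection and 3.29% ± 1.16 (SD, n = 3) after PCx injection. *Egr1* (ENSMUSG00000038418) went from 4.47% ± 0.564 to 2.46% ± 1.02. *Cux2* (ENSMUSG00000042589) had the lower weight after AON injection, 0.655% ± 0.162 against 3.33% ± 1.47, as did *Cux1* (ENSMUSG00000029705), 1.44% ± 0.195 against 3.43% ± 0.967. For 31 of the 86 factors the libraries of the groups did not overlap, against the 10% of factors that chance gives.

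**Figure D3:**
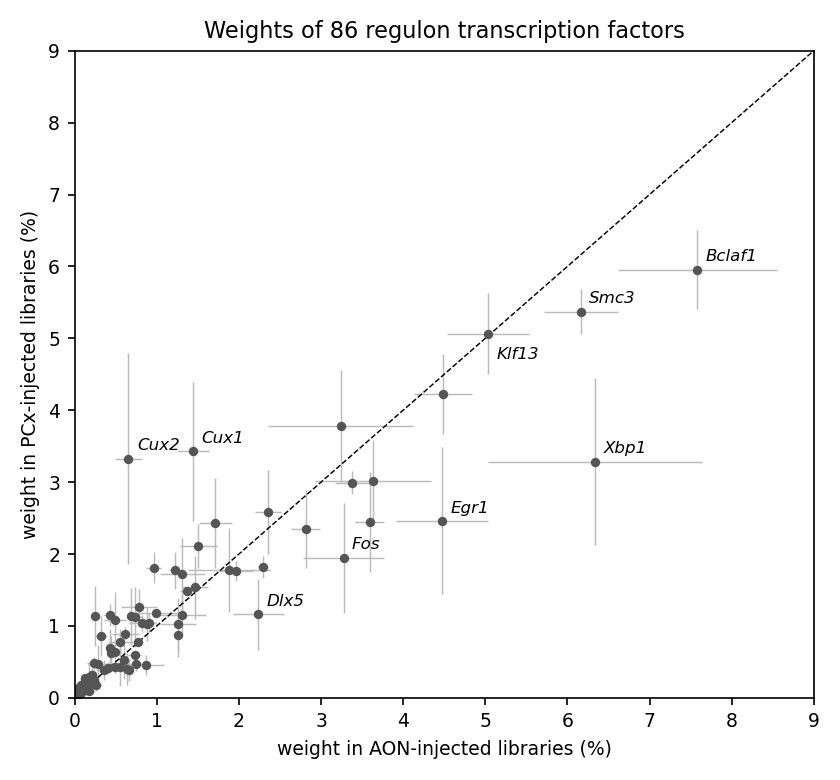
Mean weight of each of 86 regulon transcription factors in AON-injected (horizontal axis, percent) and PCx-injected libraries (vertical axis, percent), with SD bars over 3 libraries. Points on the dashed line have equal weights. *Xbp1* lies at 6.34% and 3.29%, and *Cux2* at 0.655% and 3.33%.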

We first compared simulated and sn-R1/R2/R3 nuclei by using principal component analysis to project both sets of nuclei into a shared low-dimensional space. We used these principal components as input to a UMAP projection to visually inspect relationships between simulated and sn-R1/R2/R3 nuclei (Figure 6B, step 1). 

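The content of other cell classes in the bulk libraries was compared between injection sites with 10 lists of marker genes, written before the data were examined. Each list was tested with limma's camera on the edgeR fit, with a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over the 10 lists. The GABAergic interneuron list was higher in AON-injected libraries, with a median log2 fold change of 0.62 (12 of 12 genes higher, adjusted p = 4.13e-05). The astrocyte list was higher in PCx-injected libraries, with a median log2 fold change of -1.95 (8 of 8 genes higher in PCx, adjusted p = 5.12e-14). Both calls also held with limma's fry test (adjusted p = 0.0286 for each) but not with camera's correlation estimated from the data (adjusted p = 0.381 and 0.323). With fry the immature neuron list passed too, at the same adjusted p. Medians of the lists that camera did not call were 0.23 for mitral and tufted cells, 0.61 for periglomerular cells, 0.32 for immature neurons, -0.17 for oligodendrocytes, -0.26 for oligodendrocyte precursors, -0.34 for microglia, -0.0046 for endothelial and mural cells and 0.73 for cortical glutamatergic neurons, with adjusted p-values from 0.163 to 0.914. The periglomerular list passed in one fit, without AON-injected replicate 1, with a median of 0.74 (adjusted p = 0.0442).
Within the interneuron list, *Synpr* (ENSMUSG00000056296; chromosome 14, 13284780 to 13616340) fell from 3270 ± 618 CPM (SD, n = 3) after AON injection to 1136 ± 340 CPM (SD, n = 3) after PCx injection, a log2 fold change of 1.53 (standard error 0.27, adjusted p = 0.00583 from edgeR's quasi-likelihood test). The astrocyte gene *Gfap* (ENSMUSG00000020932; chromosome 11, 102887336 to 102900912) rose from 286 ± 25.4 CPM (SD, n = 3) to 2468 ± 987 CPM (SD, n = 3), a log2 fold change of -3.11 (standard error 0.33, adjusted p = 0.000307 from the same test). Without PCx-injected replicate 2 the change in *Synpr* no longer passed (adjusted p = 0.0604), whereas that in *Gfap* passed with each library left out in turn. The interneuron minus projection neuron score was 3.31 ± 0.13 (SD, n = 3) after AON injection and 2.84 ± 0.35 (SD, n = 3) after PCx injection. Their difference of 0.47 had the smallest p that the exact permutation test allows (p = 0.1). With a pseudocount of 0.1 the difference was 0.34 (exact permutation test, p = 0.2). It ranged from 0.27 without PCx-injected replicate 2 to 0.62 without PCx-injected replicate 1.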

Consistent with histology and sn-R1/R2/R3 analyses (Figures 1 and 2), simulations from both AON-injection and pPCx-injection bulk RNA-seq datasets (AON-sim and PCx-sim, respectively) contained cell types other than projection neurons, and this contamination was more pronounced in the AON-sim dataset. The dispersion of simulated nuclei throughout this space indicated that simulations successfully recapitulated the diversity of cell types in the bulk RNA-seq datasets, as each cell class from the combined sn-R1/R2/R3 data had some simulated nuclei in its vicinity (Figure 6B, step 1). To account for this contamination and filter for only putative simulated projection neurons, we trained linear discriminant analysis (LDA) classifiers to predict whether sn-R1/R2/R3 nuclei were projection neurons based on the 30 top principal components that defined the shared low-dimensional space. These classifiers accurately and consistently classified projection neurons, with a mean Jaccard index (a measure of similarity between predicted and true labels) of 99.0% and a standard deviation of 0.07% over 1000 classifiers. We then applied this classifier to the AON-sim and PCx-sim nuclei, designating those simulations predicted to be projection neurons by all 1000 classifications as putative simulated AON- and PCx-projecting neurons (AON-simPN and PCx-simPN, respectively) (Figure 6B, step 3).

To directly compare AON-simPN and PCx-simPN to MCs characterized through sn-R1/R2/R3, we next used principal component analysis to define a shared low-dimensional space for MCs, AON-simPN and PCx-simPN only. To investigate potential differences in projection target between MC types, we trained 1000 LDA classifiers to predict the projection target of simulated projection neurons based on the 30 top principal components that defined this shared low-dimensional space (mean Jaccard index: 94.3%; standard deviation: 6.1%). We then used these classifiers to predict the projection targets of sn-R1/R2/R3 MCs. Interestingly, we consistently found different predicted targets for the molecularly defined MC types. All M2 and M3 MCs were classified as PCx-simPN by 100% of classifiers, suggesting that these mitral types preferentially project to posterior targets (Figure 6C). In contrast, 73.5% of M1 MCs were classified as AON-simPN by at least 80% of classifiers, suggesting that M1 MCs preferentially project to anterior targets (Figure 6C). These findings suggest that the molecular subcategorization of MCs may delineate differences in connectivity. 

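In the bulk libraries from which the simulated nuclei were made, the marker genes of M2 and M3 in Figure 3 were tested as lists with limma's camera, adjusted over 7 projection neuron lists. Of the 11 M2 markers, 8 passed the filter on low counts, and 3 of these were higher after AON injection. Their median log2 fold change was -0.26 (adjusted p = 0.909). Of the 10 M3 markers, 9 were tested and 5 were higher after AON injection, with a median log2 fold change of 0.17 (adjusted p = 0.909). Without AON-injected replicate 1 the M3 median was -0.23, and without PCx-injected replicate 3 it was also -0.23, whereas the M2 median was 0.15 without PCx-injected replicate 2. No M2 marker differed between the groups at an adjusted p under 0.05 in edgeR's quasi-likelihood test, and *Sema6d* (log2 fold change -0.77, adjusted p = 0.092) and *Piezo2* (log2 fold change -2.28, adjusted p = 0.138) were the 2 with an unadjusted p under 0.05. The value of *Piezo2* rests largely on 1 library, with 14, 37 and 113 counts in the PCx-injected libraries. It was -1.09 without PCx-injected replicate 3, reached -3.18 with another library left out, and passed in none of those fits. The value of *Piezo2* passed in 2 of the 8 alternatives with all 6 libraries. That of *Sema6d* passed in one of the 6 fits that each left out a library, at -0.94 without PCx-injected replicate 1 (adjusted p = 0.0183, against 0.0138 to 0.30 over all alternatives). Among the M3 markers, *Cadps2* (ENSMUSG00000017978; chromosome 6, 23262773 to 23839421) did, with 11.3 ± 1.36 CPM (SD, n = 3) in AON-injected and 48.6 ± 6.14 CPM (SD, n = 3) in PCx-injected libraries. Its log2 fold change was -2.10 (standard error 0.23, adjusted p = 0.000409 from edgeR's quasi-likelihood test). It stayed between -2.17 and -1.92 with each library left out in turn. Because the libraries also held other cell classes, changes in these markers cannot be assigned to M2 or M3 cells. The M3 markers *Calca*, at 1.47, and *Mustn1*, at -1.79, went in opposite directions and were not called (adjusted p = 0.225 and 0.179 from the same test). *Calca* passed in 1 of the 6 fits that each left out a library, and *Mustn1* in none. The summed weights of the 5 top regulon factors of M2 were 2.48% ± 0.527 (SD, n = 3) after AON injection and 2.82% ± 0.176 (SD, n = 3) after PCx injection (exact permutation test, p = 0.4). Those of the 5 top regulon factors of M3 were 5.31% ± 0.505 and 5.37% ± 0.553 (exact permutation test, p = 1). The median log2 fold change of the tested factors was -0.24 for M2 and -0.056 for M3.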

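Of the 14 M1 markers in Figure 3, 10 could be tested in the bulk libraries, and 4 of these were higher after AON injection. The median log2 fold change of the list was -0.056, with an adjusted p of 0.909 from limma's camera over the 7 projection neuron lists. Without AON-injected replicate 1 the median was 0.029. The M1 marker *Cntn6* (ENSMUSG00000030092; chromosome 6, 104492790 to 104863406) was higher in AON-injected libraries, with 14.0 ± 0.956 CPM (SD, n = 3) against 6.00 ± 1.62 CPM (SD, n = 3) and a log2 fold change of 1.22 (standard error 0.34, adjusted p = 0.0436 from edgeR's quasi-likelihood test). *Ebf1* (ENSMUSG00000057098; chromosome 11, 44617317 to 45008091), also an M1 marker, was higher in PCx-injected libraries, with 5.82 ± 1.08 CPM against 16.2 ± 3.53 CPM and a log2 fold change of -1.48 (standard error 0.34, adjusted p = 0.0187 from the same test). With each of the 6 libraries left out in turn, *Cntn6* passed the threshold of 0.05 in 1 of the fits and *Ebf1* in 2. Other cell classes were abundant in these libraries, so a change in an M1 marker cannot be assigned to M1 cells. A score of M1 minus M2 and M3 markers, taken within each library on the log2(CPM + 1) scale, was -0.18 ± 0.15 (SD, n = 3) after AON injection and -0.19 ± 0.19 (SD, n = 3) after PCx injection. The difference of 0.011 was smaller than the SD of either group (exact permutation test, p = 0.9), and it was -0.077, -0.065 and -0.026 without AON-injected replicate 2, PCx-injected replicate 1 and PCx-injected replicate 2. It was 0.12 without PCx-injected replicate 3, 0.16 with a pseudocount of 0.1 and 0.11 with filtered genes only. The summed weights of the 5 top regulon factors of M1, which include *Egr1* and *Klf13*, were 9.60% ± 1.06 (SD, n = 3) after AON injection and 7.77% ± 0.738 (SD, n = 3) after PCx injection (exact permutation test, p = 0.2). The difference of 1.83 percentage points was smaller than that of *Egr1* alone (2.01), and the median log2 fold change of the 4 tested factors was -0.50, with 2 of 4 higher in AON (limma's camera, adjusted p = 0.985). The bulk libraries enter the simulated nuclei through the prevalence of the transcription factors. From the classification of mitral cells against simulated AON- and PCx-projecting neurons the paper proposes different target preferences for M1 than for M2 and M3. Marker levels in mixed bulk RNA are a different measure from that classification and do not test it. The paper also reports a targeted single-nucleus experiment after PCx injection in favour of its proposal, which was not analysed here.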

The types M1, M2, and M3 were defined by gene expression and regulon activity, but these results suggest that they also describe projection target specificity. This correspondence between molecular identity and projection target is further demonstrated by the segregation of MCs by predicted projection target in a UMAP space defined by gene expression (Figure 6D).

### Targeted snRNA-seq validates predictions of preferential connectivity for molecularly defined mitral cell types

To validate our prediction that M2 MCs preferentially project to posterior targets and M1 MCs preferentially project to anterior targets, we performed a small volume rAAV-retro-CAG-H2B-GFP injection into the pPCx. While small volumes will likely result in a smaller number of labeled projection neurons overall, such focal injection will enhance specificity. We dissected the olfactory bulbs, generated single nuclei, enriched for GFP expression using FANS, and performed snRNA-seq using 10x Genomics technology (sn-PCx dataset) (Figure 7A). To assign cell type identity, we first identified projection neurons by transforming the expression matrix into the space of 30 principal components defined on the original, larger sn-R1/R2/R3 RNA-seq dataset. One thousand LDA classifiers, each trained and validated on the original sn-R1/R2/R3 dataset (mean jaccard index = 0.95), designated 57 out of 62 cells from the sn-PCx dataset as projection neurons (Figure 7B).

**Figure 7.**
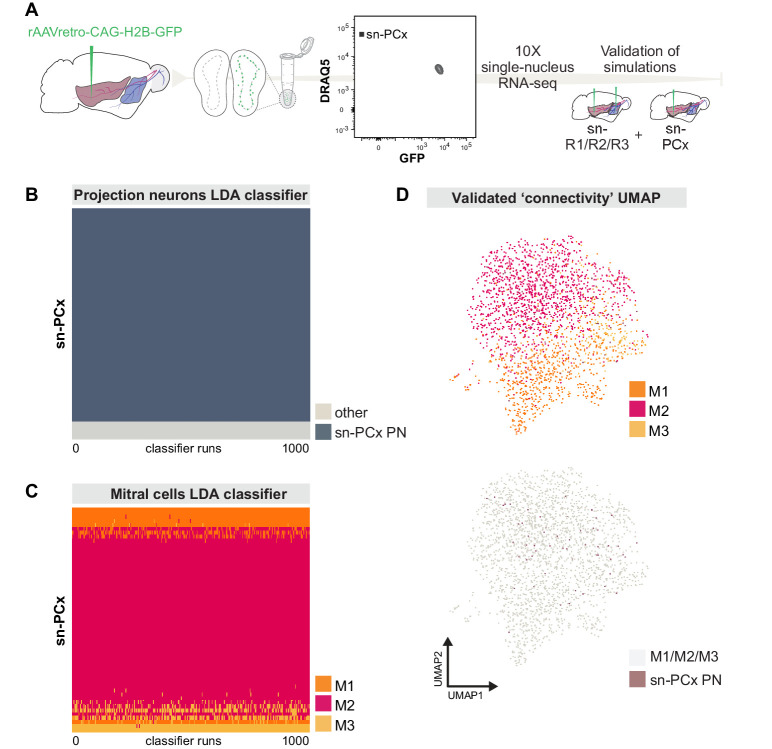
Targeted snRNA-seq experiment validates simulation-based predictions of molecularly defined-mitral cell types with distinct projection targets. (**A**) Schematic representation of experimental design. Top: after injection of rAAVretro-CAG-H2B-GFP into PCx, single nuclei were dissociated from one mouse and sorted using Fluorescence-activated Nuclei Sorting (FANS). The population of nuclei is selected based on GFP and DRAQ5 (far-red fluorescent DNA dye). Sorted nuclei were sequenced using 10x single-nucleus RNA-seq and integrated with the main sn-R1/R2/R3 dataset. (**B**) Linear discriminant analysis (LDA) classifiers were trained on the main sn-R1/R2/R3 dataset, then used to predict the projection neuron identity of sn-PCx cells. Each row represents one cell in the new, targeted sn-PCx data. Each column represents one of 1000 LDA classifiers trained to discriminate projection neurons from other cell types. The color indicates the prediction made by each classifier (dark: projection neuron, light: other). (**C**) LDA classifiers were trained on the main dataset sn-R1/R2/R3, then used to predict the cell type identity of sn-PCx projection neurons. Each row represents one sn-PCx projection neuron. Each column represents one of 1000 LDA classifiers trained to predict cell type identity based on regulon expression. Color indicates the predicted cell type identity (orange: M1, red: M2, yellow: M3). (**D**) UMAP showing sn-R1/R2/R3 mitral cells and sn-PCx projection neurons integrated in the same low-dimensional space. UMAP was computed based on regulon expression. sn-PCx projection neurons are in purple, while sn-R1/R2/R3 mitral cells are in color according to their cell type identity (orange: M1, red: M2, yellow: M3) on the top UMAP, while in grey on the bottom (same) UMAP.

Next, we transformed the expression matrix of these projection neurons into a low-dimensional space defined by the expression of the 86 regulons from our SCENIC analysis on the original projection neurons sn-R1/R2/R3 dataset. These regulons create a low-dimensional space in which to compare this new, targeted sn-PCx dataset to our original dataset. To quantify this comparison, we used LDA classifiers, trained on the original mitral cells, to predict the cell type of these new projection neurons based on regulon activity scores. These classifiers were then applied to the regulon activity scores of the new projection neurons (Figure 7C).

Consistent with our prediction based on simulated transcriptomes, the vast majority (44 of 57) PCx-projecting mitral cells were classified as M2 cells by at least 80% of classifiers. In contrast, only 6 of 57 PCx-projecting mitral cells were classified as M1 cells (analysis of M3 projections was precluded by their low prevalence). Were M2 cells present in the sn-PCx population at the same rate as in the general mitral cell population, observing this many or more M2 cells would be unlikely (binomial test, p=0.001, see Materials and methods for details). Similarly, the scarcity of M1 neurons would be unlikely if M1 cells were present in the sn-PCx mitral population at the same rate as the general mitral population (binomial test, p=5.57e-05).

Together, these findings validate the predictions made by simulating single-nucleus regulon-based transcriptomes from bulk RNA deep sequencing and suggest that the molecular subcategorization of MCs delineates differences in connectivity (Figure 7C,D).

## Discussion

Morphological differences between OB mitral and tufted cells have been described since the time of Cajal (The croonian lecture, 1894). Electrophysiological and functional imaging experiments in vivo and in vitro, developmental studies, as well as anatomical reconstructions from light and electron microscopy studies have further highlighted the heterogeneity of OB projection neurons (Christie et al., 2001; Ezeh et al., 1993; Fukunaga et al., 2012; Geramita et al., 2016; Haberly and Price, 1977; Kawasawa et al., 2016; Mori et al., 1983; Phillips et al., 2012). We here provide the first detailed molecular profiling of mouse OB projection neurons and delineate types and subtypes of mitral and tufted cells together with their key gene regulatory networks and connectivity patterns.

We have performed single-nucleus and bulk RNA deep sequencing to characterize the molecular diversity of mouse OB projection neurons. We identified, based on transcriptome and RNA in situ analysis, three distinct types of MCs and five distinct types of TCs. We then used comprehensive gene regulatory network analysis to reveal potential molecular determinants of cell type-specific functional properties. Finally, we describe a novel computational approach for integrating single nucleus and bulk RNA sequencing data, and we provide evidence that different MC types preferentially project to anterior versus posterior regions of the olfactory cortex. Our analyses provide a comprehensive resource for investigating olfactory circuit function and evolution.

### The molecular diversity of olfactory bulb projection neurons

Given that the vast majority of OB neurons are interneurons, notably granule cells and juxtaglomerular neurons, we devised a retrograde viral targeting strategy to substantially enrich for OB projection neurons. This allowed us to analyze the transcriptomes of over 7500 putative projection neurons that could in turn be grouped into eight molecularly distinct mitral and tufted cell types. We validated neuronal identity using smFISH with multiple type-specific marker genes, and we determined the localization of identified neuronal types within the mitral cell, external plexiform, and glomerular layers of the main olfactory bulb. Finally, we used retrograde viral tracing combined with marker genes to confirm that the molecularly distinct neuronal types we describe indeed project to the olfactory cortex. Based on our analysis, we define three molecularly distinct types of MCs and five distinct types of TCs.

The neuronal cell types we have characterized here likely represent the major categories of OB projection neurons. More extensive sampling might reveal additional rare cell types, and more fine-grained clustering could further subdivide subtypes of neurons. However, our samples contained 7504 putative projection neurons compared to current estimates of 10,000–30,000 projection neurons overall per OB (Nagayama et al., 2014; Richard et al., 2010). Furthermore, we sorted nuclei rather than whole cells, which is thought to more accurately reflect relative cell-type abundance (Habib et al., 2017; Lake et al., 2017). Altogether we are therefore confident that our analysis captures the key biologically relevant types of projection neurons. Independent from the number of molecularly distinct neuronal cell types, the gene expression profiles we have described here provide critical new tools for refining projection neuron cell type identities by aligning a cell’s molecular features with its functional properties. Previous experiments have highlighted the heterogeneity of odor responses of MCs and TCs (Balu et al., 2004; Bathellier et al., 2008; Carey and Wachowiak, 2011; Desmaisons et al., 1999; Friedman and Strowbridge, 2000; Schaefer et al., 2006). We propose that this functional diversity can be explained, at least in part, by the molecular diversity of OB projection neurons, a model that can now be tested experimentally.

### Specificity of mitral cell projections

A critical feature of neuronal cell type identity is their projection target specificity. Earlier studies have shown that TCs project to anterior regions of the olfactory cortex only, while MCs project to both anterior and posterior olfactory cortex (Imamura et al., 2020; Nagayama et al., 2010; Scott et al., 1980). Furthermore, and in contrast to the organization of neuronal projections to sensory cortexes for vision, hearing, or touch, projections from the OB to the piriform cortex appear to lack apparent topographical organization (Ghosh et al., 2011; Miyamichi et al., 2011; Sosulski et al., 2011, see also Chen et al., 2021).

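Between the 3 AON-injected and the 3 PCx-injected bulk libraries, 1870 of 16203 genes differed at an adjusted p under 0.05 (edgeR's quasi-likelihood test), 653 higher in AON and 1217 higher in PCx. For 5354 of the tested genes, or 33.0%, the 3 libraries of one group did not overlap with the 3 of the other, where chance gives 10%. The number of differing genes ranged from 499 without AON-injected replicate 3 to 4010 with limma-voom and sample quality weights. More of them were higher in AON than in PCx when only library size was scaled (1523 against 813). The same held without a filter (1384 against 1375) and without PCx-injected replicate 1 (1664 against 1412). In the other settings more were higher in PCx.
The 5 largest changes in each direction were taken among the differing genes with a mean of at least 10 CPM and no overlap between groups. Of those higher in AON, *Lamp5* (ENSMUSG00000027270; chromosome 2, 136052239 to 136069917) had 195 ± 29.4 CPM (SD, n = 3) against 56.7 ± 19.5 CPM (SD, n = 3), a log2 fold change of 1.78 (standard error 0.26, adjusted p = 0.0021). *Spin2c* had a log2 fold change of 2.31. *BC024063* and *Zfp994*, at 1.91 and 1.79, are uncertain because 70.8% and 31.7% of the 31-base words in their transcripts also occur in other genes. The gene listed as ENSMUSG00000096807, at 7.00, has no name or position in the annotation used and had 197, 669 and 886 counts against 8, 0 and 0, so that the size of its change depends on one library (11.97 without PCx-injected replicate 1). Of those higher in PCx, *Olfr1420* (ENSMUSG00000060878; chromosome 19, 11886565 to 11898079) had 0.46 ± 0.195 CPM against 21.0 ± 0.0946 CPM, a log2 fold change of -5.48 (standard error 0.44, adjusted p = 7.23e-05). *mt-Nd3*, at -4.61, shares 98.1% of its 31-base words with nuclear sequence, and *BC049352*, *Fam81b* and *Stoml3* had log2 fold changes of -4.52, -4.37 and -4.28.
Of the 86 regulon transcription factors, 80 were tested and 10 differed, 4 higher in AON and 6 higher in PCx, while 12 differed when adjusted over the list alone, which adds *Fos* and *Zmiz1*. The split by direction depended on the setting, with 10 of 15 called factors higher in AON when only library size was scaled, 10 of 16 without a filter, 10 of 18 without PCx-injected replicate 1 and 0 of 3 without AON-injected replicate 3. *Cux2* (chromosome 5, 121856366 to 122050102), a top regulon factor of T1 and ET1, had 31.9 ± 6.71 CPM against 150 ± 69.3 CPM, a log2 fold change of -2.23 (standard error 0.35, adjusted p = 0.003). *Pou3f3*, at -2.05, and *Tcf7l2*, at -1.31, also passed with each library left out in turn. *Maz*, *Cux1*, *Hlf*, *Egr1*, *Taf7*, *Dlx5* and *Xbp1*, at -1.29, -1.12, -0.78, 1.00, 1.08, 1.08 and 1.10, each lost the call in at least 3 of those 6 fits.
None of the 4 tufted cell lists differed (limma's camera, adjusted p = 0.909 for each, and 0 of 4 at an unadjusted p under 0.05), with medians of 0.28 for T1, -0.0082 for ET1, -0.87 for ET2 and -0.39 for ET4. Within the ET1 list, *Rorb* (ENSMUSG00000036192; chromosome 19, 18930605 to 19111196) was higher in PCx, with a log2 fold change of -2.39 (standard error 0.36, adjusted p = 0.00228), and *Coch* (ENSMUSG00000020953) was higher in AON, at 1.10 (standard error 0.29, adjusted p = 0.0344). Of the pan-tufted genes that the paper names, *Zbtb20* (ENSMUSG00000022708) was higher in PCx, at -1.83 (standard error 0.40, adjusted p = 0.015), and *Astn2* (ENSMUSG00000028373) did not differ, at 0.18 (standard error 0.40, adjusted p = 0.825). Of the pan-external tufted genes that the paper names, *Shisa6* was higher in PCx, at -1.17 (standard error 0.31, adjusted p = 0.0356 from edgeR's quasi-likelihood test). *Gabbr2* and *Pip5k1b*, at -0.29 and -0.42, did not differ. Nor did the pan-mitral genes *Fam19a2* and *Tnfaip8*, at 0.81 and -1.29 (adjusted p = 0.222 and 0.0902 from the same test). *Coch* passed in 2, *Zbtb20* in 3 and *Shisa6* in 1 of the 6 fits that each left out one library. The libraries also held other cell classes, and the astrocyte list was higher in PCx (median log2 fold change -1.95). A change in a tufted cell marker or regulon factor therefore cannot be assigned to tufted cells. A tufted minus mitral score within each library was -0.14 ± 0.051 (SD, n = 3) after AON injection and -0.041 ± 0.27 (SD, n = 3) after PCx injection (exact permutation test, p = 0.9), and the difference of -0.099 became 0.057 without PCx-injected replicate 3. The summed weights of the top regulon factors were 5.52% ± 0.305 against 9.04% ± 1.60 for T1, 5.45% ± 0.616 against 9.64% ± 1.79 for ET1 and 0.483% ± 0.07 against 1.28% ± 0.156 for ET2, each with the smallest possible p of 0.1 in the exact permutation test (adjusted p = 0.233 over 7 lists). For ET4 they were 5.12% ± 0.817 and 5.49% ± 0.742 (exact permutation test, p = 0.6). Of the ET1 difference of -4.19 percentage points, *Cux2* made up -2.67 and *Cux1* -1.99, and 3 of the 5 ET1 factors were higher in AON, with a median log2 fold change of 0.068. The median was -0.60 for T1, -1.31 for the 3 tested factors of ET2 and -0.55 for ET4. None of these lists of factors passed with limma's camera (adjusted p = 0.247 to 0.629, with ET2 alone at an unadjusted p under 0.05), and ET2 passed with fry (adjusted p = 0.0314, against up to 0.514 over all alternatives).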

We have analyzed, using bulk RNA deep sequencing, gene expression profiles of cells projecting to anterior versus posterior olfactory cortex (AON versus PCx). Using simulations based on gene regulatory network analysis, we have then mapped the bulk RNA sequencing data onto MC types defined by single-nucleus RNA sequencing. Interestingly, our analysis suggested that cells of the M1 MC type preferentially target the AON, while M2 and M3 cells preferentially target the pPCx. A targeted snRNA-seq experiment of posterior-projecting MCs supported this prediction. Our findings that MC types preferentially target anterior or posterior cortical areas is consistent with recent observations using MAP-seq (Chen et al., 2021). Our results are consistent with the model that gene expression and connectivity provide overlapping yet complementary axes for cell-type classification (Kim et al., 2020).

### Molecular mechanisms underlying the functional diversity of olfactory bulb projection neurons

Gene regulatory network analysis can reveal the transcriptional programs that determine the functional properties of neuronal subtypes. Here, we describe cell-type-specific modules of gene regulation, defined by the interactions of transcription factors and their target genes. One intriguing result of this analysis is that cell subtypes do not fall into clearly delineated MC and TC classes. For example, module activity of M2b and M2c MC subtypes is more similar to that of T1c TCs than other M1 and M2 MC subtypes. We obtained similar results from analyzing the TF-TF network that is thought to be closely linked to maintenance of cell identity. This demonstrated that while some MC subtypes indeed share key TFs with each other, regulon activity and network features in MC subtypes and TC subtypes are highly overlapping. For example, the most prominent hub, *Pbx3,* is predominantly expressed in M1 and ET2 types. More generally, projection neurons are characterized by a variety of TFs, often closely linked through feedback cycles, that are used by both MC and TC types in a combinatorial manner. The prominent hub and cycle-related genes we have identified here may act as candidate master regulators of neuronal function, which can be targeted for experimental validation. Together, these results suggest that subtypes of MCs and TCs may share important functional properties, possibly blurring at the transcriptional level the traditional division into tufted and mitral cells as the two major classes of OB projection neurons. Moreover, the gradients of module activity that we observed over the MC and TC subtypes theoretically provide a mechanism for generating multiple distinct cellular phenotypes, similar to how morphogenetic gradients allow for spatial patterning and cell differentiation (Wolpert, 1969). Through non-linear regulatory interactions, gradual differences at the transcriptomic level can be translated into selective expression of functional genes.

For example, we found that the *Kcng1* gene was selectively expressed in M1 MCs. The *Kcng1* gene encodes for a voltage-gated potassium channel, which forms heterotetrameric channels with the ubiquitously expressed delayed rectifying Kv2.1 potassium channel (indeed also expressed in the M1 cluster) and modifies the kinetics of channel activation and deactivation (Kramer et al., 1998). Other voltage-gated potassium channels exhibiting prominent differential expression levels in MC and TC subtypes include *Kcnd3, Kcng1, Kcnh5, Kcnq3, Kcnj2* and 6, and *Hcn1* (for details see accompanying website link in Materials and methods). These channels represent intriguing candidates for controlling the differential excitability of different MC and TC types.

We also found that a large number of cell adhesion and axon guidance genes known to control the formation and maintenance of neuronal connectivity were differentially expressed in OB projection neuron types. Examples include members of the cadherin superfamily of cell adhesion glycoproteins (*Cdh6*, *7*, *8 c*, *9*, *13*, and *20*) and components of the Semaphorin/Neuropilin/Plexin complexes, including *Nrp1*, *Nrp2*, *Plexna3*, *Sema3e*, and *Sema5b.* Semaphorin/Neuropilin/Plexin complexes are known to play critical roles in the development and maintenance of neuronal connections, including in OB MCs (Inokuchi et al., 2017; Saha et al., 2007). Heterogeneity in these cell adhesion and guidance genes might inform subdivisions in projection neurons across the OB, in particular along the dorsomedial–ventrolateral axis.

Our data set will be an important resource for the emerging study of the evolution of olfactory neural circuits across species. Adaptation to distinct olfactory environments, and the critical role of olfaction in survival and reproduction, has shaped the evolution of the repertoire of odorant receptors and olfactory sensory neurons (Bargmann, 2006; Yoshihito, 2012). However, little is known about how evolving sensory inputs from the nose are accommodated at the level of the OB and its connections to the olfactory cortex. The detailed molecular description of mouse OB projection neurons presented here provides an entry point toward understanding the evolution of olfactory sensory processing across species.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (*M. musculus*)	C57Bl/6	Jackson Laboratory	Stock #: 000664 RRID:IMSR_JAX:000664	
Genetic reagent (*Adeno-associated virus*)	rAAVretro-CAG-H2B-GFP	Tervo et al., 2016	PMID:27720486	
Commercial assay or kit	Nuclei PURE Prep	Sigma	cat#: NUC201-1KT	
Commercial assay or kit	Arcturus PicoPure RNA Isolation Kit	ThermoFisher	cat#: KIT0204	
Other	DRAQ5	ThermoFisher	cat#: 65-0880-92	
Software, algorithm	Cell Ranger version 3.0	10x Genomics	RRID:SCR_017344	
Software, algorithm	Seurat v3.6	Butler et al., 2018	RRID:SCR_007322	
Software, algorithm	Scanpy v1.7.1	Wolf et al., 2018	RRID:SCR_018139	
Software, algorithm	glmGamPoi R-package	Ahlmann-Eltze and Huber, 2021	PMID:33295604	
Software, algorithm	SCENIC	Aibar et al., 2017	RRID:SCR_017247	
Software, algorithm	Cytoscape	Shannon et al., 2003	RRID:SCR_003032	
Software, algorithm	ImageJ version 2.1.0.	Schindelin et al., 2012	RRID:SCR_003070	

### Experimental model and subject details

Male and female C57Bl/6 mice (6–8 weeks old) were used in this study and obtained by in-house breeding. All animal protocols were approved by the Ethics Committee of the board of the Francis Crick Institute and the United Kingdom Home Office under the Animals (Scientific Procedures) Act 1986 (project license number PA2F6DA12), as well as Brown University’s Institutional Animal Care and Use Committee (protocol number: 21-03-0004) followed by the guidelines provided by the National Institutes of Health.

### Stereotaxic injections and histology

Mice were anaesthetized using isoflurane and prepared for aseptic surgery in a stereotaxic frame (David Kopf Instruments). A retrogradely transported Adeno Associated Virus (rAAV-retro-CAG-H2B-GFP, Tervo et al., 2016) was injected stereotaxically into multiple sites of piriform cortex (PCx) and anterior olfactory nucleus (AON). The following coordinates, based on the Paxinos and Franklin Mouse Brain Atlas, were used: Coordinates (AP/ML/DV) in mm for PCx injections: (1) −0.63/−4.05/−4.10, (2) −0.8/−4.00/−4.10. For AON injections: (1) 2.8/1.25/2.26 and 2.6, (2) 2.68/1.25/2.3 and 2.75, and (3) 2.34/0.7/3.5. Using a micromanipulator, a pulled glass micropipette was slowly lowered into the brain and left in place for 30 s before the virus was dispensed from the micropipette using a Nanoject injector (Drummond Scientific) at a rate of 46 nl/min (0.3 μl for PCx and 0.2 μl for AON per injection site). The micropipette was left in place for an additional 5 min before being slowly withdrawn to minimize diffusion along the injection tract. Craniotomies were covered with silicone sealant (WPI), and the skin was sutured. Mice were provided with 5 mg/kg Carprofen in their drinking water for 2 days following surgery.

Histology was used to validate viral targeting of olfactory bulb projection neurons. Mice were deeply anaesthetized with 2.5% of 250 mg/kg Avertin and transcardially perfused with 10 ml of ice-cold phosphate-buffered saline (PBS) followed by 10 ml of 4% paraformaldehyde (PFA). Brains were dissected and post-fixed for 5 hr in 4% PFA at 4°C. Coronal sections (100 µm thick) were prepared using a vibrating-blade Leica VT100S Vibratome. Sections were rinsed in PBS and incubated in PBS/0.1% Triton X-100 and Neurotrace counterstain (1:1000, ThermoFisher) at 4°C overnight, then mounted on SuperFrost Premium microscope slides (Fisher, cat# 12-544-7) in Fluorescent Vectashield Mounting Medium (Vector). Images were acquired at 20× using a Nikon A1R-HD confocal microscope. While this injection strategy cannot fully exclude labeling of axons of passage (e.g. axons passing through AON), these are unlikely to constitute a significant sub-population of labeled neurons as, e.g., we identified exclusively PCx projecting cell types as well.

### Single-nuclei isolation, FANS, and RNA extraction

To isolate GFP-labeled nuclei, 10 individual biological replicates were used. For bulk RNA deep sequencing: three replicates of AON-injected mice and three replicates of PCx-injected mice (all females, AON1 = 7 w, AON2 = 6w, AON3 = 8w, PCx1 = 7w, PCx2 = 6w, PCx3 = 7w); for single-nucleus RNA sequencing (sn-R1/R2/R3 dataset): three replicates of AON- and PCx-injected mice (all males, 7 w); for validating the simulation results using single-nucleus RNA sequencing (sn-PCx dataset): 1 PCx-injected mouse (female, 11 w). Mice were deeply anaesthetized with an overdose of ketamine/xylazine and transcardially perfused with ice-cold PBS. Both hemispheres of the olfactory bulb were dissected, and the hemisphere ipsilateral to the injection site was carefully separated from the contralateral hemisphere. Both hemispheres were minced separately and placed into two different tubes. To dissociate single nuclei, Nuclei PURE Prep was used according to the manufacturer instructions (Sigma, cat# NUC201-1KT) with some modifications. The minced tissue was gently homogenized in 2.75 ml Nuclei PURE Lysis Buffer and 27.5 μl 10% Triton X-100 using an ice-cold dounce and pestle, and filtered two times through a 40 μm cell strainer on ice. After centrifuging at 500 rpm for 5 min at 4°C, the supernatant was aspirated and gently resuspended in 500 μl of cold buffer (1× of cold Hanks’ Balanced Salt Solution HBSS, 1% nuclease-free BSA, 22.5 μl of RNasin Plus [Promega N2611] and 1/2000 DRAQ5). The remaining PBS-perfused brain of the PCx-injected mouse (for sn-PCx dataset) was post-fixed 5 hr in 4% PFA at 4°C and used for histology validation of the injection points.

Fluorescence-activated nuclei sorting of single nuclei was performed using a BD FACSAria III Cell Sorter with a 70 μm nozzle at a sheath pressure of 70 psi. Precision mode (yield mask set to 16, purity mask set to 16 and phase mask set to 0) was used for stringent sorting. For single-nucleus RNA sequencing, GFP+ nuclei were sorted into a 1.5 ml centrifuge tube. For bulk RNA deep sequencing, GFP+ nuclei were sorted into 100 μl Trizol and 1.43 μl of RNA carrier, and total RNA was extracted using the Arcturus PicoPure RNA Isolation Kit (ThermoFisher, cat# KIT0204).

### Single-nucleus RNA sequencing

The sn-R1/R2/R3 cDNA(s) were prepared using the 10× kit version Chromium Single Cell 3’ v3. Libraries were prepared using the Next Single Cell/Low Input RNA Library Prep Kit (New England Biolabs). The quality and quantity of the final libraries were assessed with the TapeStation D5000 Assay (Agilent Technologies) before sequencing with an Illumina HiSeq 4000 platform. cDNA concentrations were measured as: 14.4 (R1), 23.3 (R2), 7.9 (R3) ng/μl (n = 3 animals).

The sn-PCx cDNA and library were prepared using the 10x kit version Chromium Single Cell 3ʹ v3.1. The quality and quantity of the final library was assessed with the TapeStation D1000 Assay (Agilent Technologies) before sequencing with an Illumina NextSeq500. The cDNA concentration was measured as 1.09 ng/μl.

### Bulk RNA deep sequencing

Libraries were prepared using the Next Single Cell/Low Input RNA Library Prep Kit (New England Biolabs). The quality and quantity of the final libraries was assessed with the TapeStation D1000 Assay (Agilent Technologies) before sequencing with an Illumina HiSeq 4000 platform. RNA concentrations were measured as: AON injections (n = three animals), 1.495, 1.682, 1.881 ng/μl and RNA integrity numbers (RIN) 8.3, 8.7, 9.0; PCx injections (n = 3 animals), 0.257, 0.165, 0.133 ng/μl; RIN = 8.0, 10.0, 7.8 for each replicate, respectively.

### Single-nucleus RNA sequencing analysis

Raw sequencing datasets were processed using Cell Ranger version 3.0 (10x Genomics). Count tables were loaded into R (version 3.6, https://www.r-project.org) and further processed using Seurat v3.6 (Butler et al., 2018) and Scanpy v1.7.1 (Wolf et al., 2018).

For all four datasets (three biological replicates sn-R1/R2/R3 and sn-PCx), we removed all nuclei with fewer than 1000 distinct genes detected or with more than 5% of unique molecular identifiers stemming from mitochondrial genes. After quality control, for the large sn-RNAseq dataset we merged the three replicates using standard functionality of Seurat: we apply NormalizeData and FindVariableFeatures on the individual replicates, then apply Canonical Correlation Analysis (CCA) (Stuart et al., 2019). We retained a total of 31,703 nuclei (median of 2300 genes per nucleus; for each replicate median genes per nucleus: R1 = 2,266; R2 = 2419; R3 = 2,322). For the sn-PCx dataset, we retained a total of 74 nuclei (median genes per nucleus: 6,092). We describe in detail its downstream analysis in the Materials and methods section ‘Validation of regulon-based simulations'. For the sn-R1/R2/R3 dataset, principal component analysis (PCA) was then performed on highly variable genes and the first 30 principal components were selected as input for clustering and UMAP, based on manual inspection of a principal component variance plot (PC elbow plot). Clustering was performed using the default method (Louvain) from the Seurat package, with the resolution parameter of the FindClusters function set to 0.3.

Subclustering of projection neurons was carried out by selecting clusters M1, M2/M3, T1, ET1 and ET2 from the initial single-nuclei analysis based on the combinatorial expression patterns of glutamatergic and previously characterized mitral/tufted cell markers (*Tbx21*, *Pcdh21*, *Thy1*, *Vglut1*, *Vglut2*, and *Vglut3).* For subclustered nuclei, we again performed the above steps of highly variable genes selection, principal component analysis, and clustering, this time with the Louvain resolution parameter set to 0.5.

Differential gene expression analysis on single-nuclei data was performed using the glmGamPoi R-package (Ahlmann-Eltze and Huber, 2021). Gene set enrichment analysis (GSEA) on the resulting log-fold changes was performed as described in Subramanian et al., 2005.

### Network inference

Gene regulatory networks were inferred using the pySCENIC pipeline (Single-Cell rEgulatory Network InferenCe, Aibar et al., 2017; Van de Sande et al., 2020) and visualized using Jupyter notebooks and Cytoscape (Shannon et al., 2003). We used pySCENIC on the projection neuron subcluster data after removal of nuclei assigned the PG cell type. pySCENIC is a three-step approach: (1) predict TF-target gene pairs using Arboreto; (2) filter TF-target gene associations for false positives using TF binding site enrichment in a window of 5 kb around a target’s transcription start site (TSS) and group TFs with their target genes into so-called regulons; (3) calculate the activity of regulons in each cell in terms of the area under the recovery curve (AUC). Step one depends on a stochastic search algorithm and is therefore performed n = 100 times. Only TFs that are found >80 times and with TF-target gene interactions that occur >80 times are considered. To avoid technical issues in the analysis, regulons with fewer than eight target genes are removed from the final list. Subsequent analysis in Step three involves a stochastic downsampling to speed up computation; hence, we verified that the chosen sample size was sufficient for accurate AUC approximations. We calculated n = 25 AUC matrices and confirmed that they contained few zeros and the variance of each matrix entry (i.e. approximated regulon activity in a given cell) was low.

### Quantification along cell type trajectories

Gradual and sudden changes between cell types are studied using pseudotime trajectory analysis. We used the partition-based graph abstraction (PAGA) functionality offered by the Python package Scanpy (Wolf et al., 2019). Given a set of clusters, PAGA computes a graph as a condensed representation of how the clusters are distributed in transcriptomic/PCA space. It then uses a diffusion map to smoothly travel along the paths in the graph (Figure 4—figure supplement 3). We focused on a single path, namely ET4, ET1, T1, M2, M3, M1, ET2 (ignoring ET3, as it has few neurons). We then computed trajectories of module and regulon activity levels, and TF expression levels using a running average with window size of 100 nuclei to smoothen the signal.

### Bulk RNA deep sequencing analysis

The ‘Trim Galore!’ utility version 0.4.2 was used to remove sequencing adaptors and to quality trim individual reads with the q-parameter set to 20. Sequencing reads were then aligned to the mouse genome and transcriptome (Ensembl GRCm38 release-89) using RSEM version 1.3.0 (Li and Dewey, 2011) in conjunction with the STAR aligner version 2.5.2 (Dobin et al., 2013). Sequencing quality of individual samples was assessed using FASTQC version 0.11.5 and RNA-SeQC version 1.1.8 (DeLuca et al., 2012). Differential gene expression was determined using the R-bioconductor package DESeq2 version 1.24.0 (Love et al., 2014). GSEA was conducted as described in Subramanian et al., 2005.

### Integration of single-nucleus and bulk RNA deep sequencing data using regulon-based simulations

Nuclei were simulated from bulk RNA deep sequencing data using a weighted random sampling of regulons with replacement. A regulon’s relative weight corresponded to the prevalence of its transcription factor in the given bulk RNA-seq sample. Each time a regulon was selected, the counts for its transcription factor and all its target genes increased by one. This weighted random sampling of regulons maintains key information from the starting bulk RNA-seq data (in the form of weights) while also maintaining key co-expression patterns of single nuclei (in the form of regulons), creating a population of biologically-realistic simulated transcriptomes that reflect the starting bulk RNA-seq data. The number of regulons expressed in each simulated nucleus was randomly selected from a list of how many unique transcription factors each nucleus from snRNA-seq expressed (normalized expression > 2). Simulated nuclei were treated as raw count matrices and integrated with snRNA-seq nuclei using the sctransform package in R (Hafemeister and Satija, 2019). Briefly, this integration algorithm normalizes counts as the Pearson residuals from a regularized negative binomial regression model with sequencing depth as a covariate. The main result is the removal of batch effects related to sequencing depth, which facilitates pooling of our snRNA-seq replicates and makes the results of the simulation pipeline invariant to the number of regulons chosen for each nucleus, keeping results driven by proportions in the starting bulk RNA-seq data rather than absolute numbers.

To filter simulated nuclei, we trained 1000 LDA classifiers with the python package scikit-learn (Pedregosa et al., 2011). For each classifier, snRNA-seq nuclei were split into test and train datasets, with 75% of nuclei used for training and the other 25% used for testing. This train-test split was unique to each classifier. Each classifier was trained to predict whether a nucleus was a projection neuron (i.e. whether it was selected for subclustering in the initial transcriptome-based Seurat analysis) based on values for the 30 top principal components from the sctransform integration. Principal component analysis projects all data points into the same space and reduces the number of features, enabling better classification performance. Each classifier was applied to the remaining snRNA-seq nuclei for testing, and accuracy was evaluated using the Jaccard index calculated by scikit-learn (Pedregosa et al., 2011). The classifiers were then applied to the simulated nuclei. Simulated nuclei predicted to be projection neurons by all 1000 classifiers were designated as putative simulated projection neurons and selected for further analysis. Similarly, these putative simulated projection neurons were integrated with snRNA-seq mitral cells using sctransform. One thousand LDA classifiers were trained to classify simulated nuclei as AON-projecting or PCx-projecting based on values for the 30 top principal components from the sctransform integration. Each classifier was trained on 75% of the simulated projection neurons and tested on the other 25%, with accuracy evaluated using the Jaccard index. Each classifier was then applied to snRNA-seq mitral cells.

### Validation of regulon-based simulations

To assign the cell type identity in the sn-PCx dataset, we first identified projection neurons by transforming the expression matrix into the space of 30 principal components defined on the larger sn-R1/R2/R3 dataset. One thousand LDA classifiers were trained to classify cells as projection neurons or not based on the values for these 30 principal components. Each classifier was trained on 75% of the original sn-R1/R2/R3 dataset and tested on the other 25%. sn-PCx cells were considered projection neurons if they were predicted to be such by all 1000 classifiers.

Sn-PCx projection neurons were then transformed into a low-dimensional space defined by their expression of the 86 regulons from our SCENIC analysis on the original sn-R1/R2/R3 projection neurons. These regulons create a low-dimensional space in which to compare this new, targeted sn-PCx dataset to our original, larger sn-R1/R2/R3 dataset. To quantify this comparison, we used LDA classifiers, trained on the original mitral cells, to predict the cell type of the new projection neurons. Each of 1000 LDA classifiers was trained on 75% of the original data and tested on the other 25% to predict cell type identity based on regulon activity scores. These classifiers were then applied to the regulon activity scores of the new projection neurons. Statistics were performed on the results using binomial distributions. To calculate a p-value for the abundance of M2 cells in the sn-PCx dataset, we used the R command pbinom(44,57,1241/2114, lower.tail=F) to quantify the probability of observing that many or more M2 cells in a population of that size were the probability of sampling M2 as opposed to a different MC equal to that of sampling M2 from our sn-R1/R2/R3 dataset. With similar logic, to calculate a p-value for the scarcity of M1 cells in the sn-PCx data, we used the R command pbinom(6,57,711/2114) to calculate the probability of observing that many or fewer M1 cells.

### smFISH in tracing experiments and quantification

Experiments were performed according to the manufacturer’s instructions, using the RNAscope Fluorescent Multiplex kit (Advanced Cell Diagnostics [ACD]) for fresh frozen tissue. Briefly, a total of six mice were injected into the AON and PCx with the rAAVretro-CAG-H2B-GFP. After 15 days post-injection, mice were deeply anaesthetized with 2.5% of 250 mg/kg Avertin and transcardially perfused with 10 ml of ice-cold phosphate-buffered saline (PBS). The brains were dissected out from the skull, immediately embedded in Tissue Plus O.C.T. compound (Fisher Healthcare) and snap-frozen in a bath of 2-methylbutane on dry ice. Brains were cryo-sectioned coronally at 20 µm thickness, mounted on Fisherbrand Superfrost Plus microscope slides (Fisher Scientific), and stored at −80 °C until use. In situ probes against the following mouse genes were ordered from ACD and multiplexed in the same permutations across sections: *Foxo1* (#485761-C2 and 485761), *Kcng1* (#514181-C2), *Lxh1* (#488581), *Sertm1* (#505401-C2), *Ebf3*(#576871-C3), *Sgcg* (#488051-C3), *Cadps2* (#529361-C3 and 529361), *Coch* (#530911-C3), *Ly6g6e* (#506391-C2), *Wnt5b* (#405051), *Fst* (#454331), *Barhl2* (#492331-C2), *Vdr* (524511-C3), *Gfp* (#409011, #409011-C2 and #409011-C3), *Piezo2* (#500501), *Olfr110/111* (#590641), *Calca* (#578771), *Lhx5* (#885621-C3), and *Vgll2* (#885631-C2). Following smFISH, high-resolution images of a single z-plane were obtained using a 60× oil immersion objective on an Olympus FV3000 confocal microscope and a 40× oil immersion objective on a Nikon A1R-HD confocal microscope.

For each image, we first counted the number of cells positive for the less abundant probe (probe A), on average 60 cells for each probe. We then counted amongst probe A-positive cells how many cells also expressed the second probe (probe B). We report overlap as the percentage of probe A-positive cells also expressing probe B. For mitral cell markers we only considered cells along the mitral cell and internal plexiform layers. For tufted cell markers, we only considered cells in the external plexiform and glomerular layers. We considered a cell positive for a given smFISH probe if more than five dots/cell were present, and if the dots were located within the nucleus and perinuclear compartment of the cell, visualized by DAPI counterstain.

## Data Availability

Raw single nucleus RNA sequencing data (large sn-R1/R2/R3 and targeted sn-PCx datasets) have been deposited in Gene Expression Omnibus (GEO) under the accession numbers GSE162654 and GSM5363097, respectively. Bulk RNA deep sequencing data has been deposited in GEO under the accession number GSE162655. The R and Python analysis scripts developed for this paper are available at the GitLab links https://gitlab.com/fleischmann-lab/papers/molecular-characterization-of-projection-neuron-subtypes-in-the-mouse-olfactory-bulb (copy archived at https://archive.softwareheritage.org/swh:1:rev:4bbee4380a84756ea0e6532f5603b2d99c8e62fa) and https://gitlab.inria.fr/acrombac/projection-neurons-mouse-olfactory-bulb (copy archived at https://archive.softwareheritage.org/swh:1:rev:b9d253e7885124d810b52a0cd511bf8032b5efa5). Extensive computational tools for additional in-depth exploration of our data sets are available through our website: https://biologic.crick.ac.uk/OB_projection_neurons. The following datasets were generated: ZeppilliS AckelsT AtteyR KlimpertN RitolaKD BoeingS CrombachA SchaeferAT FleischmannA 2020single nucleus RNA sequencing dataNCBI Gene Expression OmnibusGSE162654 ZeppilliS AckelsT AtteyR KlimpertN RitolaKD BoeingS CrombachA SchaeferAT FleischmannA 2020RNA deep sequencing dataNCBI Gene Expression OmnibusGSE162655 ZeppilliS AckelsT AtteyR KlimpertN RitolaKD BoeingS CrombachA SchaeferAT FleischmannA 2021single nucleus RNA sequencing dataNCBI Gene Expression OmnibusGSM536309710.7554/eLife.65445PMC835259434292150

How the deposited data were processed for this re-analysis (not part of the article)

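Bulk RNA sequencing data from 6 mice were used, 3 injected with the retrograde virus in the AON and 3 in the PCx, with 1 library of sorted nuclei from the olfactory bulb per mouse. Samples were grouped by the injected area given in the labels and in the methods. The labels name that area as the tissue, while the methods state that nuclei were prepared from the bulb, and the values were read as bulb nuclei. The single-nucleus data of the paper were not analysed here.

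The authors removed adaptors and low-quality bases with Trim Galore!, aligned the reads to the mouse genome and transcriptome (Ensembl, GRCm38) with STAR and quantified them with RSEM. The deposited table gives the authors' expected counts of 51912 genes in each library, neither normalized nor filtered, and replicates were not pooled. Of the values, 11.4% were not whole numbers, and they were rounded to whole numbers here. Names, positions and exonic lengths came from the GENCODE M21 annotation of GRCm38, which holds 51719 of the identifiers, and these carry 99.9% of the counts. All columns of the table were used.

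Total counts were 15937374 to 17280804 in AON-injected libraries (median 15951475) and 10559328 to 11569069 in PCx-injected libraries (median 10882963). A floor of 3 counts, the upper limit that a count of 0 allows, corresponds to 0.174 to 0.188 CPM in AON-injected and 0.259 to 0.284 CPM in PCx-injected libraries. Shares of counts in single libraries have 95% Wilson intervals. The reads carry no molecular identifiers, so floors and intervals cover counting error only.

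Differences were tested with the quasi-likelihood test of edgeR (version 4.0.16) after filterByExpr with a minimum count of 10 and TMM normalization, with Benjamini-Hochberg adjustment and a threshold of 0.05. The standard error is the absolute log2 fold change divided by the square root of the F statistic. Lists of genes were tested with camera from limma (version 3.58.1), with a preset correlation of 0.01 and adjustment within each family of lists, namely 7 projection neuron lists from the markers of Figure 3 and 10 cell class lists. A list's value is the median log2 fold change of its tested genes. Scores within a library are differences of mean log2(CPM + 1), with a pseudocount of 1. The methods of the paper give the weight of a regulon as the prevalence of its transcription factor and name no unit for it. Here it is the count of the factor divided by the total over the 86 factors of Figure 4C, and the distance between groups is the total variation distance of their mean weights. Scores and weights were compared by two-sided exact permutation over the 10 splits of the 6 libraries into equal groups, which cannot give a p under 0.1. Computations used R (version 4.3.3), Python (version 3.11.15), numpy (version 2.4.6), pandas (version 2.3.3), scipy (version 1.17.1) and matplotlib (version 3.10.9).

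The genes named in the text were set by a rule written before the data were examined, as were the comparisons, the lists and the alternatives, apart from those stated otherwise. The rule takes the markers and check genes of the lists, the genes of Figure 2C, regulon factors that differ or hold one of the 5 largest mean weights in either group, and the 5 largest changes in each direction among differing genes with at least 10 CPM on average and no overlap between groups. *Omp*, *S100a5*, *Rsph1*, *Pifo* and 9 further lists were chosen after the ranked genes had been seen. These are lists of olfactory sensory neurons, olfactory ensheathing glia, ependymal cells, nucleus-retained transcripts, astrocyte transcription factors, pan-neuronal genes, ribosomal protein genes, genes of the mitochondrial chromosome and nuclear copies of mitochondrial genes. Nuclear copies were defined as nuclear genes with at least 50% of the 31-base words of a transcript found in transcripts of the mitochondrial chromosome, which gave 7 genes on chromosome 1.

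The alternatives were DESeq2 (version 1.42.0), its size factors in edgeR, no scaling beyond library size, no filter, a filter of at least 10 counts in every library, counts thinned at random to the smallest library, the replicate number as a block, limma-voom with sample quality weights, and each library left out in turn. For lists they were camera with an estimated correlation and fry, for scores pseudocounts of 0.1 and 10 and filtered genes only, and for weights pooled counts, counts divided by exonic length, and the 3 largest factors left out. DESeq2 gave no adjusted p for 1261 genes, which were counted as neither called nor lost.

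The tests were tried on simulated counts drawn from the means and dispersions of the real genes. Changed genes and list members were taken only from genes with a mean of at least 100 counts, so recovery was not tried on genes with fewer counts, such as many of the projection neuron markers. Of 200 genes changed 4-fold among 15664, 199 were called (99.5%) along with 14 others, at a median log2 fold change of 2.06 where 2 had been set. With no gene changed, 0 of 15685 genes were called. Camera called a raised list of 10 genes and did not call an unchanged one. Counts of different genes were drawn independently, so this could not test the preset correlation or lists of correlated genes.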

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

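The tests of nuclear copies and of RNA concentration were chosen only after the result was seen. The lists of olfactory sensory neurons, ensheathing glia and nucleus-retained transcripts were written after the ranked genes had been seen but before the values of their own members had been looked at, and the mitochondrial genes are the pattern itself. The paper does not report on the following signals, which were above the level in the AON-injected libraries.

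Genes of the mitochondrial chromosome took 12.9% ± 4.29 (SD, n = 3) of the counts in PCx-injected libraries and 1.06% ± 0.383 (SD, n = 3) in AON-injected libraries, a ratio of 12.1. Every PCx-injected library lay above every AON-injected library (exact permutation test, p = 0.1, the smallest possible). All 20 tested mitochondrial genes were higher in PCx, with a median log2 fold change of -3.97. A shift of reads between mitochondrial genes and their nuclear copies is argued against, since the sum of both had a log2 ratio of -3.60 between the groups and the 6 tested copies moved with the mitochondrial genes (median -3.94). Sequencing depth and normalization do not enter a share of counts. Other explanations stay open. Axon terminals of olfactory sensory neurons in the sorted material are a candidate source, since a list of such genes, whose cell bodies lie outside the bulb, had a median log2 fold change of -2.87. Cytoplasmic RNA of all cell types is not settled. Ribosomal protein genes were higher in PCx (median -0.79, 71 of 76 genes, adjusted p = 1.48e-19 from limma's camera, 0.0404 with fry and 0.355 with an estimated correlation). The 6 nucleus-retained transcripts, which cytoplasmic RNA would lower in PCx, did not differ (median -0.30, adjusted p = 0.398 from limma's camera). A lower RNA input is likewise open. Within both groups the mitochondrial share rose as the listed RNA concentration fell, which 1 of 36 orderings within the groups gives (one-sided exact permutation test, p = 0.0278). The mean concentrations differ by a ratio of 9.11 and do not overlap, so lower input and injection site cannot be told apart. A difference between nuclei labelled from the AON and from the PCx was not tested and stays open too.

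Genes of olfactory sensory neurons were higher in PCx-injected libraries. A list of 10 such genes had a median log2 fold change of -2.87, with 8 of 10 genes higher in PCx and 5 past an adjusted p of 0.05 (limma's camera, adjusted p = 4.26e-06 over 9 lists). It also passed with fry (adjusted p = 0.00335) and with an estimated correlation (adjusted p = 0.0423). The median was the same with *Cngb1*, which had at most 3 counts in each AON-injected library, at its bound. The most abundant of the 10 were *Nqo1*, with 7.80 ± 3.16 CPM (SD, n = 3) after AON injection and 63.3 ± 9.36 CPM (SD, n = 3) after PCx injection, and *Ric8b*, with 47.9 ± 0.453 CPM and 44.0 ± 9.74 CPM, which did not differ (adjusted p = 0.781 from edgeR's quasi-likelihood test). *Ric8b* and *Adcy3* are the 2 members of the list with a mean of at least 10 CPM after AON injection, and neither was higher in PCx. *Omp* (49.3 ± 18.1 CPM against 863 ± 68.9 CPM, log2 fold change -4.13) and *S100a5* (80.3 ± 13.7 CPM against 1231 ± 49.6 CPM, log2 fold change -3.94) had prompted the list and are not part of it.

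Olfactory receptor genes, 1406 of which are annotated, summed to 289 ± 27.2 CPM (SD, n = 3) in PCx-injected and 44.7 ± 16.6 CPM (SD, n = 3) in AON-injected libraries (exact permutation test, p = 0.1). At least 10 counts were found for 51 to 106 of them in each PCx-injected library and for 7 to 18 in each AON-injected library. A few misassigned genes are argued against, since without *Olfr1420* the log2 ratio between the groups was still -2.61 and no library overlapped. Tissue of the olfactory nerve layer is not settled. Its ensheathing glia genes had a median log2 fold change of -0.070 (adjusted p = 0.648 from limma's camera over 9 lists), with members that went both ways, from -1.72 for *Fabp7* to 0.57 for *Npy* (1.40 without PCx-injected replicate 1). Sensory axons reach the bulb in this layer, so sensory neuron RNA may have entered the PCx-injected libraries with axon terminals. Reads alone cannot show by which step it did, and no biological explanation was tested.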

How the results depend on the processing

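The alternatives were set before the data were examined, except that leaving out mitochondrial genes and their nuclear copies, and for the lists also no scaling beyond library size and the filter of at least 10 counts in every library, were chosen after seeing the data. All alternatives for the sensory neuron list, the mitochondrial share and the olfactory receptor genes were chosen after seeing the data as well.

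Against the 1870 differing genes, DESeq2 called 2844 and limma-voom with quality weights 4010, of which 1841 and 1859 were shared with the 1870. DESeq2 size factors in edgeR gave 1861, thinned counts 1859, library size only 2336, no filter 2759, at least 10 counts in every library 2267, and the fit without mitochondrial genes and their copies 1843. From 499 genes (without AON replicate 3) to 3076 genes (without PCx replicate 1) were called across the 6 fits that each left out one library. The counts were 1689, 683, 621 and 1174 without AON replicate 1, AON replicate 2, PCx replicate 2 and PCx replicate 3. Genes called both in the reported fit and in one of these settings, between 496 and 1859 of them, had the same direction in both. Without PCx replicate 1, 1664 were higher in AON and 1412 in PCx, whereas the other fits without one library had more genes higher in PCx. With library size only, the median log2 fold change of all genes moved from -0.019 to 0.24, and 1523 of the called genes were higher in AON and 813 in PCx, against 653 and 1217. Without a filter the split was 1384 and 1375, and the median of all genes was 0.16. Fits without a library have fewer samples, and the cause of the differences among them was not tested.

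Of the regulon transcription factors, 10 differed in the reported fit, 17 with DESeq2, 16 without a filter and 24 with limma-voom, and 3 (without AON replicate 2, AON replicate 3 or PCx replicate 2) to 18 (without PCx replicate 1) across the fits that each left out one library. Without AON replicate 1 and PCx replicate 3 the numbers were 8 and 4. The remaining alternatives with all 6 libraries and no block gave 10 to 15. Of the called factors, 4 of 10 were higher in AON in the reported fit, 9 of 17 with DESeq2, 10 of 15 with library size only, 10 of 16 without a filter and 13 of 24 with limma-voom. With DESeq2 size factors 4 of 10 were, with at least 10 counts in every library 5 of 13, with thinned counts 5 of 12 and without mitochondrial genes and their copies 5 of 11. Without PCx replicate 1 it was 10 of 18 and without AON replicate 1 it was 4 of 8, whereas none of the called factors was higher in AON in the other fits without one library. The cause was not tested.

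The replicate numbers did not pair the samples. Deviations from the group means of libraries with the same number had correlations across genes of -0.199, -0.023 and -0.107. With the replicate number as a block, 753 genes and 4 factors differed, with 0 of the 4 factors higher in AON, and the medians of the M1, ET1 and endothelial lists were 0.16, 0.37 and 0.16. The block changed no call on a list.

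No projection neuron list passed the threshold under any alternative, and their adjusted p-values ranged from 0.324 to 0.996. The sign of the M1 median of -0.056 changed with library size only (0.22) and without a filter (0.12), and that of ET1 (-0.0082) with DESeq2 size factors (0.0017), with library size only (0.26) and without mitochondrial genes and their copies (0.021). Across the fits that each left out one library, the median ranged from -0.18 to 0.029 for M1 (without AON replicate 1), -0.30 to 0.15 for M2 (without PCx replicate 2), -0.23 (without AON replicate 1 or PCx replicate 3) to 0.58 for M3, 0.0085 (without AON replicate 3) to 1.02 (without PCx replicate 3) for T1, -0.52 to 0.43 for ET1 (without PCx replicate 2, and 0.014 and 0.074 without AON replicates 1 and 3), -1.18 to -0.46 for ET2 and -0.48 to -0.055 for ET4. Relative to the median of all genes, which was 0.24 with library size only and 0.16 without a filter, the M1 median was -0.021 and -0.034, and the ET1 median with library size only was 0.022. These lists hold genes with few counts. Of their 67 genes, 52 were tested, which limits what a list can show.

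The astrocyte list stayed between -2.11 and -1.67 and the GABAergic interneuron list between 0.53 and 0.87 in all alternatives, and both passed the threshold in each except camera with an estimated correlation, where the medians of -1.95 and 0.62 had adjusted p-values of 0.323 and 0.381. Over the alternatives the adjusted p ranged from 1.41e-23 to 0.323 for astrocytes and from 1.71e-07 to 0.381 for interneurons. With fry the immature neuron list, at 0.32, passed too (adjusted p = 0.0286, against 0.224 to 0.601 in its other alternatives). The periglomerular list ranged from 0.45 to 0.93 across the fits that left out one library and passed without AON replicate 1 (0.74, adjusted p = 0.0442), while its other alternatives gave 0.0504 to 0.601. With library size only, the medians of oligodendrocytes, their precursors and endothelial and mural cells changed sign, to 0.058, 0.024 and 0.22, or -0.18, -0.21 and -0.018 relative to the median of all genes. The endothelial median of -0.0046 also changed sign with DESeq2 size factors (0.0026), without a filter (0.063) and without mitochondrial genes and their copies (0.019). It ranged from -0.55 to 0.86 (without PCx replicate 1, and 0.054 and 0.24 without AON replicates 2 and 3) and the oligodendrocyte median from -0.31 to 0.29 (without PCx replicate 1) across the fits that left out one library. The cause was not tested.

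The interneuron minus projection neuron score difference of 0.47 ranged from 0.27 to 0.62 over all alternatives. Across the fits that left out one library, the M1 minus M2 and M3 difference ranged from -0.077 to 0.12 (without PCx replicate 3) and the tufted minus mitral difference from -0.19 to 0.057 (without PCx replicate 3), and the distance between regulon weights from 14.2% to 20.9% (without PCx replicate 1). With all 6 libraries, the alternatives gave 0.021 to 0.16 for the M1 minus M2 and M3 difference and -0.19 to -0.044 for the tufted minus mitral difference. With pooled counts, counts divided by exonic length and the 3 largest factors left out, that distance was 15.4%, 14.9% and 18.1%.

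The sensory neuron list stayed between -3.17 and -1.52 with adjusted p-values from 4.33e-09 to 0.0423. The mitochondrial share in PCx-injected libraries was 17.7% with nuclear copies included and 11.5% to 15.3% when one PCx-injected library was left out. The olfactory receptor genes summed to 269 CPM without *Olfr1420* and to 280.4 to 304 CPM with one PCx-injected library left out.

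For 59 of the single genes named in the text, 879 alternative values were computed, and genes that an alternative removed have none there. In 758 the gene kept its direction and its side of the threshold, in 94 it lost the call and in 23 it gained it. The fits without one library account for 76 of the lost calls. The direction of *Kdm5a* (-0.099, not called) changed with library size only (0.18), without a filter (0.0019), and without AON replicate 2 (0.030) or PCx replicate 2 (0.056), and ranged from -0.30 to 0.056 across the fits that left out one library.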

Differences from the paper's values

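The paper's text gives no value from the bulk libraries for a measure computed here, apart from the RNA concentrations, integrity numbers and ages that it lists for the mice. One direction can be compared. The paper states that simulated nuclei from the AON-injected data contained more cell types other than projection neurons than those from the PCx-injected data. In the bulk counts the GABAergic interneuron list was higher in AON (median log2 fold change 0.62), whereas the astrocyte list was higher in PCx (median -1.95, 8 of 8 genes). The astrocyte list kept that direction in all alternatives, between -2.11 and -1.67. Genes of olfactory sensory neurons (median -2.87) were also higher in PCx. No simulated nuclei were made here.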

Other observations

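The tests of a lower share of neurons, of leaving out mitochondrial genes and of the level of the ependymal genes were chosen only after the result was seen, and among the pan-neuronal genes the level of *Syt1* had been seen before the list was written.

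Of the 10 splits of the 6 libraries into 3 and 3, the real one included, 1 gave as many differing genes, and the other 9 gave none (0 genes at an adjusted p under 0.05). The same held for the regulon transcription factors, where 1 of the 10 splits gave as many. With 10 splits the share cannot fall under 0.1, so this cannot exclude that the libraries differ by chance. The real split gave no projection neuron list (0 lists past the threshold, and 0 at an unadjusted p under 0.05), so all 10 splits give at least as many by construction, and this says nothing about chance. As many cell class lists as the real 2 were called by camera in 6 of the 10 splits, so the number of called cell class lists alone does not set the real grouping apart. Technical trends were tested as causes of the differing genes. The calls were not lost with all libraries thinned to the smallest total (1859 genes, 1800 shared), with mitochondrial genes and their nuclear copies left out (1843 genes, 1779 shared), with each library's trend over exonic length removed (2229 genes, 1821 shared) or with its trend over GC content removed (1915 genes, 1773 shared), which argues against each of these as the whole cause. RNA concentration differs between the groups without overlap, and no batch of sequencing or preparation is given for the libraries, so an effect of either on these genes was not separated from that of the injection site.

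Astrocyte genes were higher in PCx-injected libraries. A lower share of neurons, which would raise every other cell type alike, is argued against, since a score of astrocyte minus other glial and vessel genes differed by -1.65 between the groups, with 3.29 to 3.45 in AON-injected and 4.05 to 5.49 in PCx-injected libraries. A list of 7 astrocyte transcription factors, written before its values were looked at, was also higher in PCx, with a median log2 fold change of -1.52 (7 of 7 genes, adjusted p = 3.76e-06 from limma's camera over 9 lists, 0.0057 with fry and 0.0869 with an estimated correlation). The most abundant were *Nfia*, with 22.2 ± 6.19 CPM (SD, n = 3) against 126 ± 44.2 CPM (SD, n = 3), and *Sox9*, with 28.3 ± 4.37 CPM against 81.3 ± 22.7 CPM. More astrocyte nuclei among the sorted nuclei of PCx-injected mice would give this, but the list measures RNA and not nuclei. Higher expression in the same number of astrocytes stays open, as does astrocyte RNA from outside nuclei, which was not tested. One of the 7 genes, *Sox2*, is also a regulon transcription factor.

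Genes of cilia, such as *Stoml3* (log2 fold change -4.28), were among those higher in PCx-injected libraries. Of 6 ependymal genes only 3 passed the filter, with a median of -0.68 (3 of 3 higher in PCx). The list did not pass with limma's camera (adjusted p = 0.365 over 9 lists, and 0.491 with an estimated correlation) and passed with fry (adjusted p = 0.0163, against 0.218 to 0.537 in the other alternatives). In PCx-injected libraries the 6 ependymal genes had a median level of 1.04 CPM and at most 8.08 CPM (*Mia*), against 969 CPM for *Stoml3*, 43.9 CPM for *Rsph1* and 17.7 CPM for *Pifo*, which argues against ependymal cells as the source of these abundant cilium genes. For cilium genes under 10 CPM, a contribution of ependymal cells stays open. Sensory neuron RNA, reported above as higher in PCx, was not tested as a source of any cilium gene.

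Immediate early genes were higher in AON-injected libraries, with a median log2 fold change of 0.89 (9 of 9 genes, adjusted p = 0.000516 from limma's camera, 0.0603 with fry and 0.315 with an estimated correlation, and 8.14e-06 to 0.315 over all alternatives). More neuronal RNA in these libraries is not settled as an explanation. A list of 9 pan-neuronal genes had a median of 0.61 (5 of 9 higher in AON, adjusted p = 0.135 from limma's camera over 9 lists), and its members ranged from -1.04 to 1.02. Activity of the labelled neurons was not tested.

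PCx-injected replicate 1 lay between the groups on the first principal component of log2 CPM, which held 46.7% of the variance. Its score was -6.43, against -63.3 to -36.3 for AON-injected libraries and 47.7 and 117 for the other PCx-injected libraries. Its olfactory receptor genes did not lie between the groups, with 305 CPM against 303 and 257 CPM in PCx-injected replicates 2 and 3. *Omp* (810 against 838 and 941 CPM) and *S100a5* (1249 against 1175 and 1270 CPM) were also near the other PCx-injected libraries. Relative to the mean of the other two PCx-injected libraries, the median log2 ratio in this library was -1.17 over mitochondrial genes, -1.07 over astrocyte genes and -0.34 over the 10 olfactory sensory neuron genes.

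Of the 11 adhesion and guidance genes that the paper names for mitral and tufted cell types, 3 differed. *Cdh13*, *Sema3e* and *Cdh20* were higher in AON-injected libraries, with log2 fold changes of 0.93 (standard error 0.20, adjusted p = 0.0136), 1.02 (standard error 0.22, adjusted p = 0.0158) and 0.76 (standard error 0.22, adjusted p = 0.046) from edgeR's quasi-likelihood test. They passed the threshold in 3, 4 and 1 of the 6 fits that each left out one library. No explanation was tested.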
